# Granulocyte dynamics: a key player in the immune priming effects of crickets

**DOI:** 10.3389/fimmu.2024.1383498

**Published:** 2024-05-17

**Authors:** Youngwoo Cho, Saeyoull Cho

**Keywords:** immune priming, granulocytes, survival rates, *Bacillus thuringiensis*, gene expression analysis, invertebrate immunity

## Abstract

This study investigates immune priming effects associated with granulocytes in crickets through a comprehensive analysis. Kaplan-Meier survival analysis reveals a significant contrast in survival rates, with the heat-killed *Bacillus thuringiensis* (*Bt*)-primed group exhibiting an impressive ~80% survival rate compared to the PBS buffer-primed group with only ~10% survival 60 hours post live *Bt* infection. Hemocyte analysis underscores elevated hemocyte counts, particularly in granulocytes of the killed *Bt*-primed group, suggesting a correlation between the heat-killed *Bt* priming and heightened immune activation. Microscopy techniques further explore granulocyte morphology, unveiling distinctive immune responses in the killed *Bt*-primed group characterized by prolonged immune activation, heightened granulocyte activity, phagocytosis, and extracellular trap formation, contributing to enhanced survival rates. In particular, after 24 hours of injecting live *Bt*, most granulocytes in the PBS buffer-primed group exhibited extracellular DNA trap cell death (ETosis), while in the killed *Bt*-primed group, the majority of granulocytes were observed to maintain highly activated extracellular traps, sustaining the immune response. Gene expression analysis supports these findings, revealing differential regulation of immune-related genes such as antibacterial humoral response, detection of bacterial lipopeptides, and cellular response to bacteria lipopeptides. Additionally, the heat-killed *Bt*-primed group, the heat-killed *E. coli*-primed group, and the PBS-primed group were re-injected with live *Bt* 2 and 9 days post priming. Two days later, only the PBS-primed group displayed low survival rates. After injecting live *Bt* 9 days later, the heat-killed *E. coli*-primed group surprisingly showed a similarly low survival rate, while the heat-killed *Bt*-primed group exhibited a high survival rate of ~60% after 60 hours, with actively moving and healthy crickets. In conclusion, this research provides valuable insights into both short-term and long-term immune priming effects in crickets, contributing to our understanding of invertebrate immunity with potential applications in public health.

## 1 Introduction

When invertebrates and vertebrates are invaded by bacteria, mold, parasites, they manage to survive by effectively eliminating these invaders through sophisticated immune responses. In other words, the majority of organisms generate immune responses to eliminate diverse pathogens, ultimately aiming for survival and reproduction. However, the immune responses observed in the two taxa exhibit some differences. Vertebrate utilize both adaptive and innate immunity to defend against pathogens (1). In vertebrates, adaptive immunity, characterized by T cells, B cells, and dendritic cells, provides antigen-specific responses and maintains long-term immunological memory (2). On the contrary, insects are generally recognized for primarily relying on innate immunity. They eliminate foreign substances by swiftly generating a non-specific immune response, lacking immune memory, against various pathogens that have infiltrated the body (3).

The innate immune response of insects consists of the humoral immune system and the cellular immune system (4). The humoral immune system involves overexpressed antimicrobial peptides (AMPs) directly contacting the cell membrane of pathogens, forming holes to eliminate them. In addition, the cellular immune system of insects is an immune response in which major immune hemocytes recognize invading pathogens, contact them, and eliminate pathogens using phagocytosis, encapsulation, and nodulation. In general, insect hemocytes are recognized for their inability to remember invading pathogens or produce antibodies. In other words, insects do not have cells that play the same role as mammalian B and T lymphocytes.

Although the types of hemocytes in the hemocoel of insects differ depending on the insect species, usually, there are seven types of hemocytes: prohemocyte, granulocyte, plasmatocyte, oenocytoids, spherulocyte, adipohemocyte, and coagulocytes. The functions of these hemocytes vary slightly depending on the species, but granulocytes and plasmatocytes are reported to be the main immune cells in many species of insects (5, 6). However, it is reported that insect granulocyte and plasmatocytes do not have the same function as mammalian B and T lymphocytes, and play the same role as neutrophil, natural killer cells, and macrophage, which are responsible for mammalian innate immunity. Therefore, it is evident that a notable disparity exists in the functionality of immune cells between vertebrates and invertebrates. Nonetheless, numerous parallels have also been documented. For instance, mammalian neutrophils demonstrate heightened activity in forming extracellular traps upon encountering substantial pathogen loads. Moreover, the occurrence of ETosis, characterized by cell rupture with extracellular traps and death induced by the expression of genes associated with reactive oxygen species (ROS), is widely acknowledged (7). Notably, this phenomenon has recently been observed in the phagocytes of blue mussels, sea anemones, and crabs, suggesting its prevalence across invertebrates (8). Furthermore, ETosis has been identified in the phagocytes of *Galleria mellonella*, an insect species, although investigations in this domain are still in their nascent stages (9).

Immune priming occurs during the initial exposure to an antigen (which can be a pathogen or a component of a pathogen), and it involves the activation and expansion of antigen-specific B and T lymphocyte. While immune priming is a critical aspect of the adaptive immune response, the term is often used more broadly to describe the overall preparation and enhancement of the immune system’s ability to respond to specific antigens. It plays a central role in vaccination strategies, where controlled exposure to a harmless form of a pathogen induces immune priming and establishes immunological memory. In recent years, there has been growing interest and research on the presence of immune memory or immune priming in invertebrates, including insects. The Immune priming effects has also been proven in insects in a variety of ways. For example, it is proven by injecting a minimum amount of pathogens that lost their activity (non-pathogenicity) into species *in vivo*, then re-injecting active pathogens, and examining survival rates and expression levels of immune-related genes such as AMPs compared to the control group (10). These immune priming effects can be observed in *Crassostrea gigas*, *Anopheles gambiae*, *Drosophila melanogaster*, *Manduca sexta, Apis mellifera*, *Bombus terrestris*, *Galleria mellonella*, *Tribolium castaneu*m (11–15). Indeed, research in *A. gambiae*, has provided intriguing insights into the potential relationship between rapid differentiation of hemocytes and immune memory. Additionally, the role of microorganisms in the gut (intestinal microbiota) has emerged as a significant factor in immune priming (16). These examples collectively demonstrate that immune priming is a widespread phenomenon in the animal kingdom, extending beyond traditional models of immune memory observed in vertebrates. While the research in this area is ongoing, and the mechanisms of potential immune memory in invertebrates are not yet fully understood, these findings challenge the traditional view of invertebrates lacking adaptive immune memory. Further investigations are needed to unravel the underlying cellular and molecular mechanisms and to determine the extent and specificity of immune memory in different invertebrate species, including insects (17–20).

This study investigated the effects of short-term or long-term priming in connection with immune cell activation in *Gryllus bimaculatus*. In the past, we conducted cellular immunity studies with various insects (21–24). In particular, we reported that cricket granulocytes perform very active cellular immune responses (phagocytosis, encapsulation, and nodulation) by forming pod-, fan-, and web-structures on their cell membrane when they come into contact with invading pathogens (24). Based on these researches, we induced immune priming using non-pathogenic substances and reinjected active pathogens to measure survival rate, immune responses of granulocytes, and lysosomes activation among immune priming challenged groups. Additionally, we identified and compared the expression of immune-related genes between groups through high-throughput RNA-sequencing.

## 2 Materials and methods

### 2.1 Experimental design

We divided 1,800 crickets into 8 groups and conducted the experiments with 75 crickets per group, 3 repetitions (8x75x3 = 1,800 crickets) (**Figure 1**). In this study, immune priming was induced using two groups, the PBS-primed group and the heat-killed *Bacillus thuringiensis* (*Bt*)-primed group. Two days later, live *Bt* was injected again to create two groups (**Figure 1**). Subsequently, the immune priming effect was assessed by examining survival rates, the immune activation of granulocytes, and conducting RNA-Seq analysis for both the groups. Next, three groups were primed with PBS, heat-killed *Escherichia coli* (*E*. *coli*), and heat-killed *Bt*. After 2 days, live *Bt* was injected into all groups, and survival rates were examined. Similarly, 9 days later, we injected live *Bt* into each primed group and assessed survival rates.

**Figure 1:**
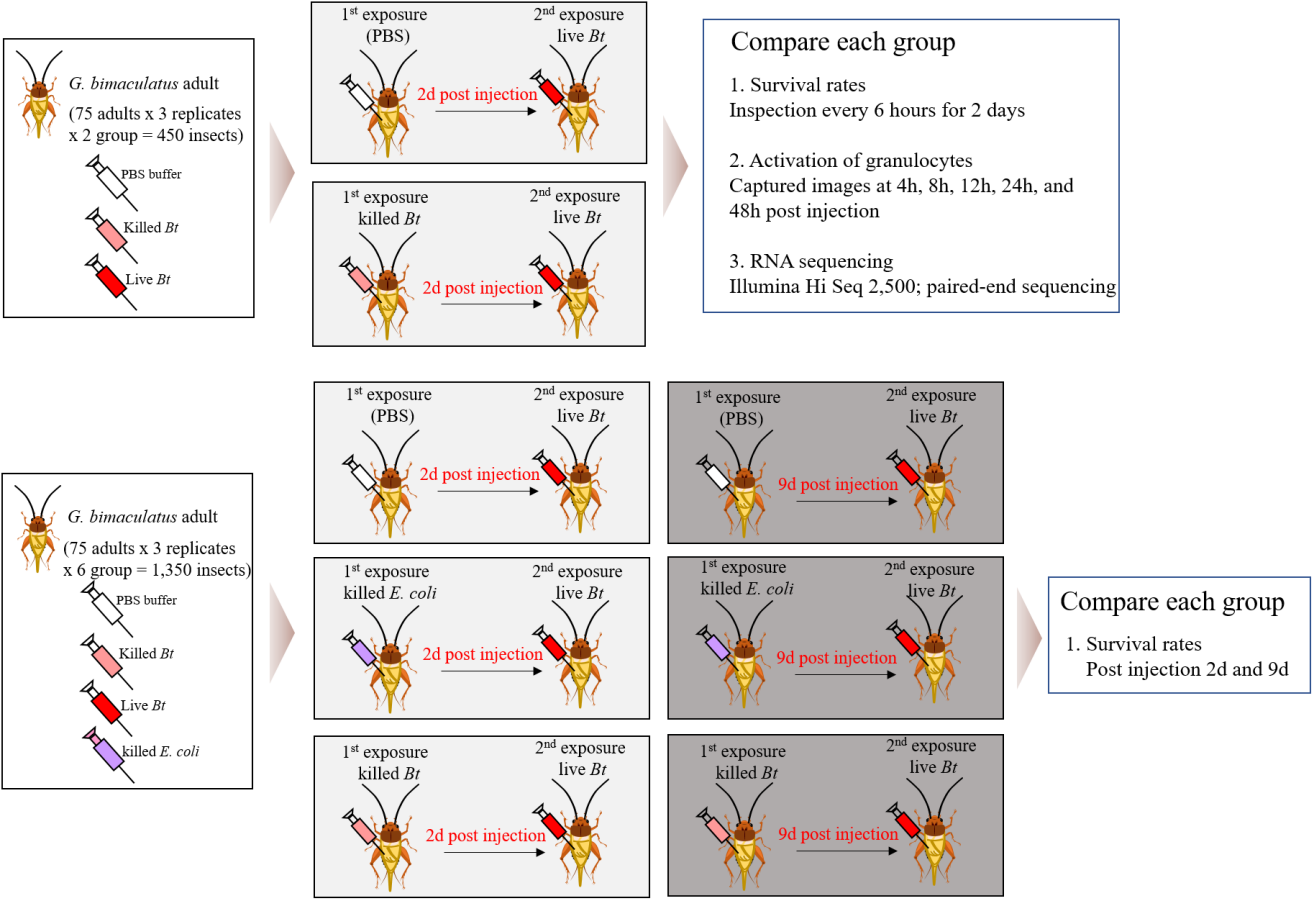
Comprehensive analysis of immune responses in crickets through varied pathogen priming and subsequent exposures. The crickets were divided into eight groups and conducted the experiments with 75 crickets per group, 3 repetitions (8x75x3 = 1,800 crickets). Immune priming was induced using two groups, the PBS-primed group and the heat-killed *Bacillus thuringiensis* (*Bt*)-primed group. Two days later, live *Bt* was injected again to create two groups. Subsequently, the immune priming effect was assessed by examining survival rates, the immune activation of granulocytes, and conducting RNA-Seq analysis for both the groups. Next, three groups were primed with PBS, heat-killed *Escherichia coli* (*E*. *coli*), and heat-killed *Bt*. After 2 days, live *Bt* was injected into all groups, and survival rates were examined. Similarly, 9 days later, we injected live *Bt* into each primed group and assessed survival rates.

### 2.2 Experimental animals and husbandry

We collected 150 crickets from basement of a building or under rocks or log debris in mountain, mated them, and collected eggs. Female laid an average of 90 ± 10 eggs, and hatched young were reared in a sterilized incubator (MIR-553, Sanyo Electric Biomedical, Japan; 25 ± 1°C, 40 ± 10%, 16h light:8h dark) maintain a constant environment. We used second- and third-generation adults as experiment insects. We provided sterilized food (Chinese cabbage and wheat husk purchased from Milwormnara Ltd., Korea) and always maintained cleanliness. Healthy crickets consistently exhibit activity through antennae movement, while sick or weak crickets demonstrate diminished antennae mobility and a notable decline in overall activity levels. Therefore, when such crickets are found in a breeding cage, we immediately remove them.

### 2.3 Bacterial preparation and CFU determination

The bacteria strains utilized in in this study mentioned were *Bacillus thuringiensis* (*Bt*) strain KACC 12061 and *Escherichia coli* (*E. coli*) strain KACC16628, obtained from the Korean Agricultural Culture Collection (KACC). Briefly, the *B. thuringiensis* and *E. coli* strains originated from a single frozen glycerol stock, which was streaked on Luria-Bertani Broth plates (25 g.L^-1^ of LB base, Invitrogen 12795–027 supplemented with 15 g.L^-1^ of agar-agar, Fisher BioReagents, BP1423–2) and NA Broth (Beef extract 3gL, Peptone 5gL, Difco/BD, 234000) plates at 37°C and 25°C overnight. Subsequently, 100 µL of the *E. coli* culture was inoculated into 5 mL of fresh LB broth and incubated under the same conditions until reaching an optical density (OD) of 1.3 at 600 nm, as determined by an Ultrospec 10 (Amersham Biosciences), corresponding to 1.04x10^9^ cfu/mL. The bacterial pellet obtained by centrifuging 5 mL of the culture (2 minutes, 4°C, 13,000 g) was resuspended in 1 mL of PBS buffer to achieve an OD of 1.3 for injection. Similarly, 100 µL of the *B. thuringiensis* culture was inoculated into 3 mL of fresh NA broth and incubated under the same conditions until reaching an OD of 1.3 at 600 nm, as determined by an Ultrospec 10 (Amersham Biosciences), corresponding to 1x10^9^ cfu/mL. After centrifugation of 5 mL of the culture (2 min, 4°C, 13,000 g), the bacterial pellet was resuspended in 1 mL of PBS buffer to achieve an OD of 1.3 for injection. The LD_50_ (Lethal Dose, 50%) value was determined at an OD of 1.3 for *G. bimaculatus* and measured over a 96-hour period, with a dosage of 10 µL (1x10^7^ cfu/insect for *Bt* and 1.04x10^7^ cfu/insect for *E*. *coli*).

### 2.4 Priming and sample collection

All crickets were selected 24 hours after molting from young to adult. Additionally, we removed inactive or unhealthy individuals (less than ~2%) after the first injection and used only healthy individuals that were very active and feeding for the injection of live *Bt*. In all groups, the crickets were almost identical in age (24 hours after adult molting), health (active movement and no infection), average size (~25 ± 5 mm per cricket), and average weight (~1.1 ± 0.5g per cricket). Immune priming was performed by diluting the OD 1.3 obtained from the LD_50_ value at a ratio of 1:999, and 2μl was inoculated (2x10^3^ cfu/insect for *Bt* and 2.08x10^3^ cfu/insect for *E. coli*). The reason for this is similar to preventive vaccination, where we aimed to ensure that there was no impact on survival due to the preventive inoculation. Therefore, we obtained values over the entire observation period of 96 hours where there was no difference between the control group and the survival group. Next, 48 hours after the immune cycle of crickets, all individuals were injected with 10μl of live pathogen at the concentration described in material and method section 2.3. Subsequently, survival analysis and microscopic examinations were conducted at different time intervals. For injection, the crickets were sterilized with 70% alcohol paper, and a finely pulled glass needle was shallowly inserted into the abdomen (Haematocrit capillaries, Sigma-Aldrich) (17, 18). The experiments were repeated three times independently.

### 2.5 Hemocyte count analysis

Change in hemocyte count were conducted for group A-1 and B-1. Hemolymph was collected from each group by extracting 50 µL from each cricket. Subsequently, a total of 500 µL of hemolymph from 10 crickets was placed into a 1.5 mL microcentrifuge tube (Bioneer Ltd., Korea) containing 500 µL of coagulant solution (98 mM NaOH, 186 mM NaCl, 17 mM EDTA, and 41 mM citric acid, pH 4.5), followed by centrifugation (10 min at 4°C) to remove plasma (Beckman Inc., USA). Hemocytes (pellets) were washed three times with 1mL of sterile PBS buffer. To count total hemocyte (THC), we placed hemocytes on sterile disposal hemocyte meter slides (Ncubauer Improve, iNCYTO C-Chip DHC-N01; 10µL) and count them in four squares using a light microscope (Leica^®^ DMI 3000M; 40x objectives) and calculated as absolute numbers. The hemocyte count were calculated at 0, 12, 24, and 48 h post-infection.

### 2.6 Granulocyte immune activation, lysosome staining, and FACS analysis

For analysis using an optical microscope (Leica^®^ DM2500 and Leica^®^ DMI 3000B), 1,000 hemocytes per group were photographed and hemocytes image database for each group was constructed (LMD application software version 6.1, 2048x1536 pixels). We used this image data to classify hemocytes by size and shape (21–24). To analyze lysosome activation in granulocytes, we stained the hemocytes collected from each group using the acid affinity dye LysoTracker Red (7.5nM, Molecular Probes; Thermo Scientific, Waltham, USA) at room temperature for 30min, washed three times with PBS, and analyzed by a Leica DMI 3000B fluorescent microscope and flow cytometry (BD™ FACS Canto; BD Bioscience, San Jose, CA) (24). Red fluorescence was detected by channel FL3 (610/20 band-pass), 10,000 hemocytes were read per sample, and statistical processing was performed using BD Bioscience FASC Diva software (24). We provided the flow cytometry gating strategy as a **Supplementary File** (**Supplementary File S1**). For scanning electron microscopy (SEM), hemocytes for each group were sedimented on Thermanox™ 125 coverslip coated with 0.1% poly-L-lysine (Thermo Fisher Scientific, Waltham, USA) for 3 days. Hemocytes attached to the cover slip were fixed using sodium cacodylate buffer (Na (CH3)_2_AsO_2_, 0.1M, pH 6.5; 50mM isopropanol 15%, Sigma-Aldrich) containing 2.5% glutaraldehyde. The coverslip was fixed again with 1% osmium tetroxide (OsO_4_) and were dehydrated by gradual immersion in ethanol (70%~100%) and subjected to critical point drying (Leica^®^ EM CPD030). The coverslip was sputtered with gold and finally observed with an SEM Leo 420 scanning electron microscope (LEO Electron Microscopy Ltd., Cambridge, UK). For transmission electron microscope (TEM), hemocytes were fixed with 1% osmium tetroxide (OsO_4_) and then the dehydrated using ethanol (70%~100%) and 100% propylene oxide. Hemocytes were embedded in araldite resin (Epon 812, Japan) and polymerization reaction was performed at 60°C for 48 hours. Hemocytes were ultrathin sectioned using an ultramicrotome (Pabisch Top Ultra 150) and collected on a 200mesh nickel grid. Ultrathin sections were stained with uranyl acetate, precipitated in citrate for 5min, and observed using a JEX-1230 transmission electron microscope (JEOL Ltd, Japan).

### 2.7 Fatbodies and RNA extraction

To perform RNA sequencing, we extracted fatbodies from group A, B, A-1, and B-1. We selected 10 crickets from each group and prepared them in one tube for each group. Since each group was repeated 3 times, fatbodies were extracted from a total of 30 crickets and prepared in 3 tubes per group (12 tubes in total). Total RNA was extracted using the RNeasy Plus Mini Kit (Qiagen, USA) (all operations were performed using sterile spaces and tolls to minimize contamination). To briefly summarize the procedures, 100mg of fat bodies were mixed with 1ml of TRIzol reagent (Thermo Fisher Scientific, Waltham, USA). Plastic beads of 0.6 mm, 2 mm, and 7 mm were added to the mixture, and it was homogenized for 10 minutes with a vortex (DAIHAN Ltd., Korea). The sample were centrifuged at 14,000 rpm for 3 min at 4°C and 1mL of supernatant was extracted. The extracted supernatant was mixed with 200 µL chloroform and reacted at 4°C for 20 min (Thermo Fisher Scientific, Waltham, USA). The sample were centrifuged at 14,000 rpm for 3 min at 4°C for 15min and then the supernatant (~600 µL) was loaded into a gDNA elimination column to remove gDNA (Thermo Fisher Scientific, Waltham, USA). The sample was centrifuged at 14,000 rpm for 1 min at 4°C and then total RNA was precipitated by adding 600 µL of cold isopropanol/70% ethanol (maintained at -20°C, Sigma-Aldrich, USA). The sample was centrifuged at 14,000 rpm for 1min at 4°C using RNeasy Plus Mini column, mixed with ~700 µL of RW1 buffer (10mM Tris-Hcl, 1mM EDTA, 50mM NaCl, 0.5% Tween-20, pH 8.5, Sigma-Aldrich, USA), and centrifuged at 14,000rpm for 1min. Finally, the sample was mixed with 500 RPE buffer (10mM Tris-Hcl, 80% ethanol, 0.5mM EDTA pH 7.5), centrifuged, and total RNA was extracted by placing ~50 µL RNeasy-free water in a new sterilized tube (Sigma-Aldrich, USA).

### 2.8 RNA sequencing, *de novo* transcriptome assembly, and annotation

The cDNA library was generated from the total RNA, and paired-end sequencing was performed using the Illumina RNA-seq technology (Macrogen Ltd, Korea). Raw sequencing data was preprocessed using integrated software for adapter and quality trimming, Trim Galore v0.6.5. Reads with a Phred33 score of less than 20 and a length of less than 20 base pairs were filtered out, and the standard Illumina adapter sequence was trimmed if found. *De novo* full-length transcriptome reconstruction was performed by a software to reconstruct full-length transcriptome without a reference genome, Trinity v2.15.1, and ORF (open reading frame) prediction was performed by software to identified candidate coding region from *de novo* transcriptome assembly, TransDecoder v5.5.0 (25). Predicted ORFs were assessed using homology search (BLAST), protein domain identification (PFAM), gene ontology assignment, and functional classification (e.g., eggnog) of sequence data using software to annotate *de novo* transcriptome assembly, Trinotata v4.0.2 (26). Quantification of gene expression was performed using software to quantify expression of genes and transcripts from transcriptomic data, Salmon v1.10.2 (27).

### 2.9 Transcriptomic analysis

The gene expression result was normalized and transformed using a function provided by DESeq2 v1.36.0, Variance Stabilizing Transformation (VST). Principal Component Analysis (PCA) was conducted on the transformed gene expression data using the prcomp function from the R core package, stats v3.6.2. Differentially expressed genes (DEGs) were defined using DESeq2 v1.36.0 with an adjusted P-value < 0.05 and |fold change| > 1.5 (28). Gene Ontology (GO) terms highlighted in significant DEGs were accessed using ClusterProfiler v4.4. PCA plots, Volcano plots, bar plots, box plots, dot plots, and heatmaps were generated using ggplot2 v3.3.6 and ComplexHeatmap v2.13.1. All statistical analyses and visualizations were performed in R v4.2.1 and the R Studio environment (29). Biological Process (BP) terms were visualized using the emapplot function from the ClusterProfiler package to show correlations between them. Each dot represents significantly representative BP terms, and the size of each dot reflects the number of genes associated with the corresponding BP term that significantly increased or decreased in expression. The color of each dot in the visualization indicates the corrected p-value of the corresponding BP terms. The distance between dots reflects the calculated similarity or dissimilarity between BP terms, considering the gene content associated with each term. Closer dots indicate higher similarity, while dots further apart suggest greater dissimilarity. BP terms are grouped based on the calculated distances. Terms with higher similarity are grouped together, forming clusters or groups.

### 2.10 Statistical analysis

The experiments were repeated three times independently. We performed all statistical analyses with R, version 3.6.3 (30). The protection of immune priming, reflected by the frequency of living animals following a challenge at the LD_50_, was tested with a global mixed-effects Cox proportional hazard regression model (*coxme* packages) (30). Comparisons on survival between two conditions is presented as a hazard ratio (HR) that scores survival rate of a test group against survival in a referent group. A HR is reported with its 95% confidence interval and a Wald test p-value with Benjamini-Hochberg correction for multiple comparisons reporting whether the HR significantly deviates from 1. For hemocyte count and analysis, Student’s t-test was used to compare differences between groups in flow cytometry results. The experiment was repeated three times. Error bars indicate Mean ± SEM. *P < 0.05 (t-test). NS indicates not significant.

### 2.11 Data accessibility

The datasets generated and analyzed during this study have been uploaded to the GEO database (GSE266080).

## 3 Results

### 3.1 Comparative analysis of survival rates and hemocytes responses in group A-1 and B-1

For the purpose of conducting a comparative analysis of survival rates, two groups were initially administered PBS buffer and heat-killed *Bacillus thuringiensis* (*Bt*), respectively. Following a 2-day interval, all groups were subsequently exposed to live *Bt* (**Figure 2A**; Conducted in triplicate with 75 crickets per experiment). All crickets were of nearly identical age (24 hours post-adult molting), exhibited good health (active movement and absence of infection), possessed an average size of approximately 25 ± 5mm per cricket, and an average weight of approximately 1.1 ± 0.5g per cricket.

**Figure 2:**
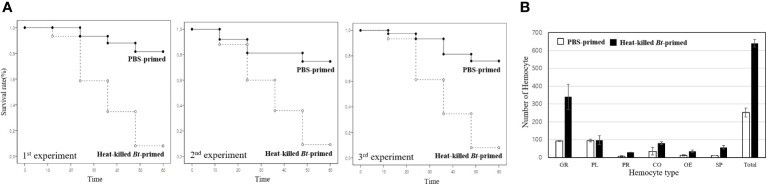
Kaplan-Meier survival analysis and hemocyte distribution between the PBS-primed group and the heat-killed *Bt*-primed group. **(A)** For comparative analysis of survival rates, groups were initially injected with PBS buffer and heat-killed *Bt*, respectively. After 2 days, all groups were injected with live *Bt.* Survival rate in the PBS-primed group was less than ~10%. However, in the heat-killed *Bt*-primed group, an average of 58 crickets survived after 60h, resulting in a ~80% survival rate. The higher survival rate observed in the heat-killed *Bt*-primed group compared to the PBS-primed group is attributed to the potential induction or maintenance of immune activation by the initial injection of heat-killed *Bt*. **(B)** After the second live *Bt* injection, hemocyte types and numbers were examined in each group. The PBS-primed group displayed an average of ~250/10µL hemolymph after 12h, while the heat-killed *Bt*-primed group exhibited an average of ~650/10µL hemolymph. Specifically, the PBS-primed group had an average of ~90 granulocytes, while the heat-killed *Bt*-primed group had ~330 granulocytes (~30 granulocytes/10µL hemolymph in untreated cricket). Plasmatocytes remained consistent (~100 in both groups), prohemocytes increased from ~8/10µL in the PBS-primed group to ~30/10µL in the heat-killed *Bt*-primed group. Coagulocytes rose from ~30/10µL in the PBS-primed group to ~80/10µL in the heat-killed *Bt*-primed group, oenocytoids increased from ~13/10µL in the PBS-primed group to ~40/10µL in the heat-killed *Bt*-primed group, and spherulocytes went from ~40/10µL in the PBS-primed group to ~60/10µL in the heat-killed *Bt*-primed group.

In the PBS-primed group, crickets showed increased mortality post-live *Bt* injection, with survival rates dropping to less than 10% beyond 60 hours. The data indicates a noteworthy decline in survival rates over time, with a substantial proportion of crickets failing to survive beyond 60 hours. In contrast, the heat-killed *Bt*-primed group exhibited a remarkable 58 crickets surviving after 60 hours, yielding an approximate 80% survival rate. The higher survival rate observed in the heat-killed *Bt*-primed group is attributed to the potential induction or maintenance of immune activation following the initial injection of heat-killed *Bt*. This priming effect is believed to contribute to an augmented and swift immune response upon subsequent exposure to live *Bt*.

After the injection of live *Bt*, hemocyte types and numbers were examined in each group (**Figures 2B**). In untreated crickets, the average hemocyte count is ~150/10µL hemolymph. The PBS-primed group displayed an average of ~250/10µL hemolymph after 12h, while the heat-killed *Bt*-primed group exhibited an average of ~650/10µL hemolymph (**Figure 2B**). Specifically, the PBS-primed group had an average of ~90 granulocytes, while the heat-killed *Bt*-primed group had ~330 granulocytes (**Figure 2B**). There were no significant differences in plasmatocytes. In the heat-killed *Bt*-primed group, elevated levels of prohemocytes, coagulocytes, and spherulocytes were observed compared to the PBS-primed group (**Figure 2B**). These findings suggest that the initial injection of heat-killed *Bt* may have induced or sustained cellular immune activation, leading to elevated hemocyte counts, particularly granulocytes.

### 3.2 Correlating between granulocytes immune activation and enhanced survival: insight from morphological and functional analyses

We investigated the correlation between the higher survival rate of the heat-killed *Bt*-primed group and the morphological changes and degree of lysosome activation in granulocytes. After encountering pathogens, the cricket granulocytes exhibit rapid morphological changes in their cell membrane (forming extra-cellular traps (ECTs); fan- or pod-like structures) and eliminate pathogens through phagocytosis, encapsulation, and nodulation (18). Therefore, we observed the formation for ECTs in granulocytes and quantified activation of lysosomes following phagocytosis using the fluorescence microscopy and fluorescence-activated cell sorting (FACS) (**Figure 3**). First, we observed the degree of immune activation of granulocytes in group A (PBS buffer injection) and B (heat-killed *Bt* injection) over time (intervals of 4h, 12h, and 24h) (**Figures 3A-1~A-7, 3B-1~B-7**). **Figure 3A-1** illustrates the typical morphology of granulocytes 4 hours after the injection of PBS buffer. ECTs and pods (hair-like structures) related to immune activity were not observed on the cell membrane (**Figure 3A-1**). Most granulocytes in group B were observed to be relatively larger in size, but similar to granulocytes in group A, no other morphological changes were observed (**Figure 3B-1**). We collected hemocytes and examined lysosome activation at 4 hours, 12 hours, and 24 hours (**Figures 3A-2 ~ A-4, 3B-2 ~ B-4**). In groups A and B, lysosomal activity began to be observed in granulocytes at 4 h post-injection, and we did not observe any differences in lysosomal activity at 12- and 24-h post-injection. To quantify the red-fluorescent signals of groups A and B, hemocytes were analyzed by flow cytometry at 4h, 12h, and 48 h post-injection (**Figures 3A-5~A-7, 3B-5~B-7**). The average red fluorescent of group A was ~6.97% and that of group B was ~8.18%. The flow cytometry analysis was repeated three times (**Figures 3C-1~C-3**). Based on the results, it appears that despite observing changes in the size of granulocytes, the statistical analysis or interpretation of the FACS results for granulocyte immunity did not reveal a significant difference between group A (injected with PBS) and group B (injected with heat-killed *Bt*).

**Figure 3:**
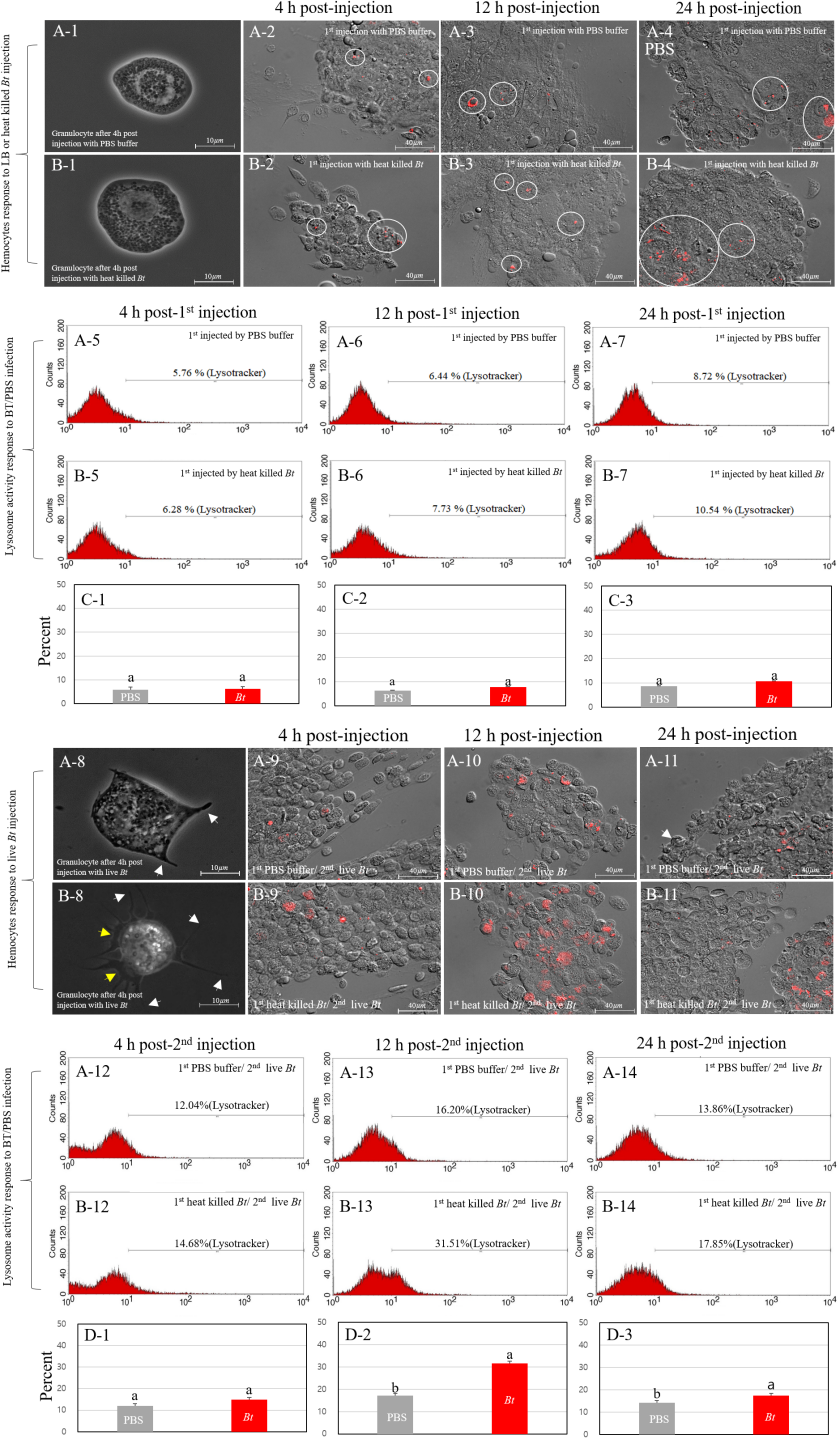
Immune activation dynamics in granulocytes. We explored the relationship between the elevated survival rate in group B-1 and the granulocyte immune activation level. Cricket granulocytes, when exposed to pathogens, undergo rapid morphological changes, forming pod structures (indicated by white yellows) and extracellular traps (ECTs indicated by yellow arrows) and engaging in phagocytosis, encapsulation, and nodulation. Fluorescence microscopy and fluorescence-activated cell sorting (FACS) were employed to observe ECTs formation and lysosome activation. The immune activation of granulocytes in groups **(A)** (PBS injection) and **(B)** (heat-killed *Bt* injection) was monitored over 4h, 12h, and 24h (Panels **A-1**~**A-7**, 3**B-1**~3**B-7**). Despite morphological changes in granulocyte size, statistical analysis of FACS results revealed no significant difference between group **(A)** (PBS) and group **(B)** (heat-killed *Bt*). Subsequent live *Bt* injections into groups A-1 and B-1 prompted morphological changes and lysosome activation over 4h, 12h, and 24h (Panels **A-8** ~**A-14**, **B-8**~**B-14**). Group A-1 showed larger granulocytes with pod formation, while group B-1 exhibited extensive pod and ECTs formation. Lysosome activity peaked at 12h in group A-1 and 24h in group B-1, suggesting prolonged immune response in the latter. The observed variations in lysosomal activity, granulocyte morphology, and behavior hint at potential differences in immune response and survival rates between groups A-1 and B-1. The flow cytometry analysis was repeated three times (Panels **C-1**~**C-3**, **D-1**~**D3**).

Next, we performed a subsequent injection of live *Bt* into both groups A (previously injected with PBS) and B (previously injected with heat-killed *Bt*) two days after the initial injections (designated as group A-1 and B-1). To investigate morphological changes in granulocytes, we collected hemocytes at different time points (4 hours, 12 hours, and 24 hours) after the injection of live *Bt* (**Figures 3A-8~A-14, B-8~B-14**). At 4 h post-injection, most granulocytes in group A-1 appeared to be relatively larger in size and some pods began to form (**Figure 3A-8**; indicated by white arrows). On the other hand, granulocytes in group B-1 exhibited several very long pods (indicated by white arrow) and ECTs were also widely formed along the cell membrane, represented by yellow arrows (**Figure 3B-8**). To investigate the activation of lysosomes, we also collected hemocytes at different time points (4 hours, 12 hours, and 24 hours) after the injection of live *Bt*. At 4 h post-injection, lysosomal activation was observed in both groups A-1 and B-1. Subsequently, at 12 h post-injection, a higher level of lysosomal activation was observed in group B-1 compared to group A-1. By the 24 h post-injection, group A-1 exhibited reduced lysosomal activation, while group B-1 maintained sustained lysosomal activation (**Figures 3A-9~A-11, B-9~B-11**). To quantify the red-fluorescent signals of groups A-1 and B-1, hemocytes were analyzed by flow cytometry at 4h, 12h, and 48 h post-injection. In groups A-1 and B-1, lysosomal activity was first observed in granulocytes at 4 h post-injection and peaked at 12 hours (**Figures 3A-12, A-13, B-12, B-13**). At 24 h post-injection, lysosomal staining in the A-1 and B-1 groups was measured to be 13.84% and 17.85%, respectively.

### 3.3 Scanning electron microscopy and transmission electron microscopy analysis: morphological and cytoplasmic features revealing immune activity

After injection of PBS buffer or heat-killed *Bt*, the morphology of granulocytes at 4 hours is nearly identical to wild-type granulocytes (data not shown). Next, we performed a subsequent injection of live *Bt* into both the PBS-primed group and the heat-killed *Bt*-primed group two days after the initial injections. To investigate morphological changes, we collected granulocytes at different time points (4 hours, 12 hours, and 24 hours) after the injection of live *Bt* (**Figures 4A-1~A-3, B-1~B-3**). In the PBS-primed group, 4 hours after injection, pod structures (indicated by a white arrow) began to appear on the cell membrane, and ECTs started to form (**Figure 4A-1**; ECTs surrounded by yellow lines). After 12 hours, ECTs were extensively formed around the cell membrane of most granulocytes, reaching the peak of cellular immune activation (**Figure 4A-2**). After 24 hours, ECTs that had formed in granulocytes disappeared and were faintly observed (**Figure 4A-3**; ECTs losing their shape indicated by white arrows). As seen in **Figure 3A-11**, 24 hours after the live *Bt* injection, most granulocytes were observed to be unhealthy (**Figure 4A-3**). In the heat-killed *BT*-primed group, pod structures and ECTs had already begun to actively form on the granulocyte cell membrane after 4 hours (**Figure 4B-1**). By 12 hours after injection, the cell membranes of most granulocytes were completely transformed, and very large ECTs could be observed (**Figure 4B-2**). Additionally, in contrast to the PBS-primed group, most granulocytes were observed to maintain ECTs and continue immune activity after 24 hours (**Figure 4B-3**). The above results indicate that the heat-killed *BT*-primed group exhibited a faster cytological immune response to the re-injected activated pathogen (live *Bt*) and simultaneously, the duration of immunity was prolonged in the priming group.

**Figure 4:**
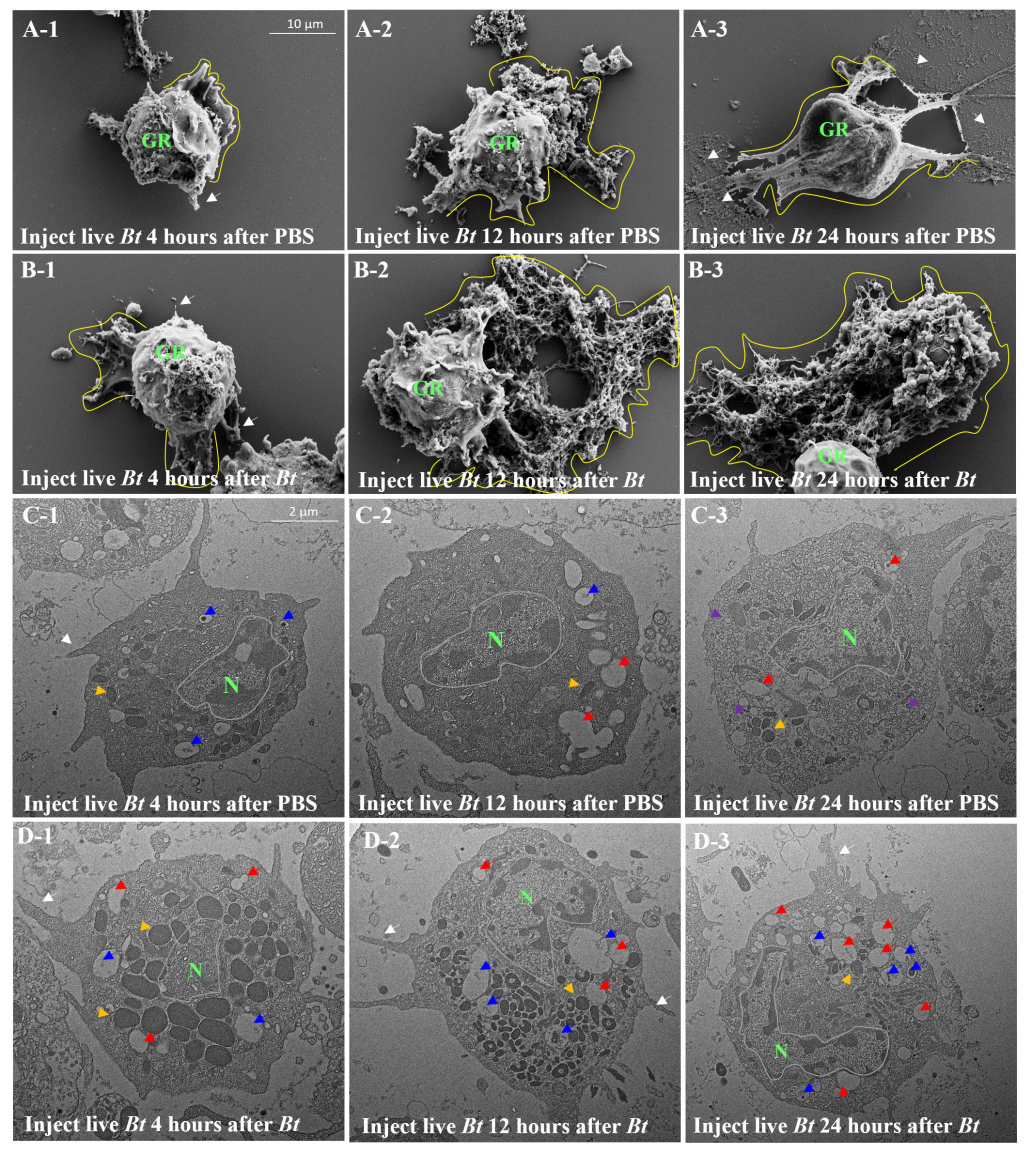
Comparison of granulocytes in group A and B using scanning electron microscopy (SEM) and transmission electron microscopy (TEM). Subsequent injection of live *Bt* into groups A and B led to morphological changes in granulocytes over 4, 12, and 24 hours (Panels **A-1** ~ **A-3**, **B-1** ~ **B-3**). Group **(A)** exhibited pods and ECTs formation, while group **(B)** displayed more rapid and prolonged immune activity. Transmission Electron Microscopy (TEM) was used to observe granulocyte cytoplasm (Panels **C-1**~**C-3**, **D-1**~**D-3**). Notable differences included increased black granules in Group **(B)** After live *Bt* reinjection, phagosomes containing live *Bt* were observed at 4 hours (Panels **D-1**~**D-3**; phagosomes indicated by blue arrows). Group **(B)** showed consistent lysosomes and black granules, maintaining a healthy state and active immune activities even after 24 hours, unlike group **(A)** The findings suggest a faster and prolonged cytological immune response in group B compared to group **(A)** Pods were observed on the cell membrane (GR means granulocytes and pods represented by white arrow). Yellow arrows represent black granules within granulocytes, notably produced in group **(B)** Red arrows denote large lysosomes in the cytoplasm of granulocytes. Purple arrows represent small-sized transparent granules in the cytoplasm of granulocytes in group A after 24 hours, indicating cytoplasmic vacuolization.

Sequentially, we used TEM to observe the cytoplasmic features of granulocytes between groups (**Figures 4C-1 ~ 4C-3, 4D-1 ~ 4D-3**). The nucleus of the cell was labeled with a green ‘N’ and the nuclear membrane was outlined with a gray line around the nucleus. The yellow arrows indicate black granules of various sizes present in granulocytes, while the blue arrows are believed to represent phagosomes involved in the phagocytosis of *Bt*. Red arrows are considered to indicate early endosomes that occur after phagosome formation or lysosomes that have fused with the phagosome. First of all, the main difference observed between granulocytes in groups is the notable presence of black granules of various sizes in heat-killed *Bt*-primed group (**Figures 4D-1 ~ D-3**). These granules, recognized for containing various immune-related substances in mammalian white blood cells, were found in significant numbers within primed group (31). As indicated by the SEM results, morphological changes in the granulocytes of both groups were not observed solely after the initial injection (> 4 hours). However, a noteworthy finding was the significant production of granules within the cytoplasm of granulocytes in the heat-killed *Bt*-primed group (data not shown). In both groups, live *Bt* was reinjected and hemocytes were subsequently collected and photographed at intervals of 4 hours, 12 hours, and 24 hours, respectively. After 4 hours, phagosomes containing *Bt* fragments began to be observed in the granulocytes of both groups (**Figures 4C-1, D-1**; indicated by blue arrows). Additionally, large phagosomes were also observed, suggesting their growth through fusion with each other and potentially combining with lysosomes (indicated by red arrows). After 12 hours, large lysosomes were observable in the cytoplasm of granulocytes in both groups. Furthermore, a substantial number of black granules were consistently observed in the granulocytes of the heat-killed *Bt*-primed group (**Figure 4D-2**). After 24 hours, the cytoplasm of granulocytes in the PBS-primed group was observed to be filled with small-sized transparent granules, indicating cytoplasmic vacuolization (represented by purple arrows). Additionally, irregular disruption of the cell membrane was noted (**Figure 4C-3**). In contrast, the granulocyte cytoplasm of the heat-killed *Bt*-primed group consistently showed considerable-sized phagosomes (represented by blue arrows), large lysosome granules (represented by red arrow), and black granules of various sizes (represented by yellow arrows). Furthermore, pod-like structures were consistently observed in the granulocyte cytoplasm of the heat-killed *Bt*-primed (**Figure 4D-3**; represented by white arrow). In summary, the observed results indicate that granulocytes in the heat-killed *Bt*-primed group, when compared to PBS-primed group, maintained a healthy state and exhibited highly active immune activities even after 24 hours.

### 3.4 Comparative analysis of gene expression between groups

We conducted an analysis of the levels of gene activity to identify patterns and differences associated with the observed variations in survival rates and granulocyte activation among the experimental groups. 

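RNA was sequenced from the fat body, the insect organ of metabolism and of antimicrobial peptide production, of the cricket in 4 groups with 3 deposited libraries per group and 10 crickets per tube. Group A received PBS and group B received 2 µl of heat-killed *Bt* at 2000 CFU per insect. Groups A-1 and B-1 received the same first injections and, 2 days later, 10000000 CFU per insect of live *Bt*. Groups A and B received no second injection, so in comparisons with them live *Bt* cannot be told apart from the second injection itself. The authors trimmed the reads with Trim Galore 0.6.5, assembled transcripts without a reference genome with Trinity, quantified them with Salmon 1.10.2 and normalized the counts with DESeq2, and the deposited values are these normalized counts for 196041 genes. The genes carry assembly identifiers, so names were taken from the labels of Fig. 6B, which are the closest protein matches in other species, and from Fig. 6C, whose 4 genes were found by matching the plotted values. Normalized counts per library summed to 118409028 in group A and, at the median of 3 libraries, to 48431146 in group B, 52737642 in group A-1 and 48916497 in group B-1. Judged from the spacing of low values, these correspond to approximately 62.2 M reads in group A and 57.2 to 65.8 M reads in the other 9 libraries. The 3 libraries of group A differed by less than the sampling noise, with 99.97% of genes within 0.2% of each other, and were counted as 1 sample, so group A had no replicate. Genes with at least 10 normalized counts in at least 3 libraries were tested on log2(normalized count + 1) with limma, with one estimate of the spread shared by all groups, and 44668 genes passed this filter. Genes were called differentially expressed at an adjusted p under 0.05 and a fold change over 1.5, the definition in the methods. The paper describes 3 tubes per group, and p-values measure the spread between the libraries of groups B, A-1 and B-1. Group A was assumed to vary like these groups. Fold changes on this log scale understate the change of genes with low counts.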

To visualize the transcriptomic distances among the samples, dimension reduction using principal component analysis (PCA) was performed. 

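Groups B, A-1 and B-1 lay apart from one another in the expression of all genes that passed the filter. The Euclidean distance on the log2 scale was on average 316.6 (range 286.7 to 342.3) between libraries of different groups among these 3 groups and 169.0 (range 147.6 to 187.2) within them. Group A-1, which met live *Bt* without priming, was on average 331.0 from group B and 313.1 from group B-1, and group B-1 was 305.8 from group B. The mean distance between groups was 1.87 times the mean distance within groups over these 9 libraries, the highest ratio among the 280 ways of dividing them into 3 groups of 3 (exact permutation test, one-sided, p = 0.0036, the smallest it can give). With libraries exchanged only within a replicate number, an alternative chosen after seeing the data because the numbers pair the libraries, it was the highest of 36 divisions (exact permutation test, one-sided, p = 0.028, again the smallest possible). With group A added as one column the ratio was 2.25 (exact permutation test, one-sided, p = 0.00036, the smallest it can give), and with its 3 near-identical libraries as deposited, which lie on average 0.5 apart, it was 3.5. The first component held 67.3% of the variance and the second 13.1%. With group A as one column the first component held 46.1%.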

In the 2-dimensional plot comprising the two most informative components, principal component 1 (PC1, explaining 47.9% of variance) and PC2 (explaining 12.9% of variance), the distances among the groups are clearly larger than the distances among samples within the same group (**Supplementary Figure S1A**). 

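Group A differed from the other groups in abundant genes of the immune response. A gene whose closest match is a prophenoloxidase, the zymogen of the melanin-forming enzyme (PPO1_HOLDI, TRINITY_DN873_c13_g1), stood at 1022097 normalized counts in group A, against 8000 ± 2072 (SD, n = 3) in group B, 17003 ± 3912 (SD, n = 3) in group A-1 and 17942 ± 3156 (SD, n = 3) in group B-1. In the opposite direction, a gene matched to a lysozyme, an enzyme that breaks bacterial cell walls (LYSC1_ANOGA, TRINITY_DN965_c1_g1), was listed at 0 in group A and stood at 67828 ± 17946 (SD, n = 3) in group B, 5850 ± 1315 (SD, n = 3) in group A-1 and 27143 ± 9179 (SD, n = 3) in group B-1. In total, 262 genes were listed at 0 in group A and had at least 100 normalized counts in each of the other 9 libraries. Conversely, 14 genes had at least 100 in group A and 0 in each of the other 9, a stricter condition. By a more even rule, 690 genes with a mean of at least 100 in the other libraries stood under 1% of it in group A. In turn, 224 genes with at least 100 in group A had a mean under 1% of it in the others. The group A library was on average 572.9 (range 537.3 to 603.9) from the other 9 libraries in Euclidean distance on the log2 scale. Its correlation with them across genes was 0.67 to 0.74, whereas these 9 libraries correlated with one another at 0.89 to 0.98. The 10 most abundant genes took 54.9% of the normalized counts in group A and 19.7 to 24.8% in the other libraries. Group A holds 1 distinct library, so its difference from the other groups has no replicate check.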

The samples in group A, injected only with PBS buffer, were positioned far from the samples in the other three groups. This indicates that the expression of genes in the samples injected with *Bt* differs significantly from those injected with PBS buffer only. 

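Genes matched to Spätzle and to clotting factor C stood lower in group A-1, which met live *Bt* without priming, than in group A. Genes matched to Toll and Toll-like receptors went in both directions. A gene matched to Spätzle, the ligand of the Toll receptor (SPZ_DROME, TRINITY_DN10023_c0_g1), was at 10058 normalized counts in group A and 2407 ± 283 (SD, n = 3) in group A-1, a log2 fold change of -2.07 (standard error 0.20, adjusted p = 7.0e-05 from limma with Benjamini-Hochberg adjustment). The match of clotting factor C of the horseshoe crab, a protease that senses bacteria (CFC_TACTR, TRINITY_DN5653_c0_g1), was at 424 in group A and 69.6 ± 23.4 (SD, n = 3) in group A-1, a log2 fold change of -2.64 (standard error 0.35, adjusted p = 4.3e-04). TOLL7_DROME TRINITY_DN5725_c0_g2 was at 1.91 in group A and 19.2 ± 9.58 (SD, n = 3) in group A-1, a log2 fold change of 2.65 (standard error 0.60, adjusted p = 0.0069), and TOLL7_DROME TRINITY_DN1254_c0_g2 and TLR22_CHICK TRINITY_DN26851_c0_g1, both listed at 0 in group A, were called higher as well. TLR2_HUMAN TRINITY_DN687_c0_g1 was lower, with a log2 fold change of -2.94 (standard error 0.40, adjusted p = 5.5e-04). TRIL_RAT TRINITY_DN687_c0_g5, not labelled as a Toll-like receptor, was lower too, with -2.83 (standard error 0.15, adjusted p = 2.7e-06). In group B, which received no live *Bt*, SPZ_DROME stood at 1924 ± 291 and CFC_TACTR at 100 ± 16.4 (SD, n = 3). TOLL7_DROME TRINITY_DN5725_c0_g2 stood there at 43.4 ± 8.33 (SD, n = 3). These differences from the single library of group A are therefore not particular to live *Bt*. TLR2_HUMAN and TRIL_RAT stood at 529 ± 154 and 209 ± 16.2 (SD, n = 3) in group B, against 879 and 229 in group A. The recognition protein gene PGRP1_HOLDI TRINITY_DN17436_c0_g1 did not pass the test, with a log2 fold change of 0.26 (standard error 0.57, adjusted p = 0.73). Of the genes tested, 21640 differed between these groups, 10906 of them higher and 10734 lower in group A-1. With group A counted once in the filter, an alternative chosen after seeing the data, 16843 genes differed, 11079 higher and 5764 lower, and with at least 50 normalized counts required there were 11112. The spread in this comparison comes from the other 3 groups.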

To identify genes showing significant differences in their expressions between groups, we conducted differential gene expression (DEG) analysis and visualized the results using a volcano plot (**Supplementary Figures S1B-D**). 

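The groups differed in distinct ways at single genes of the immune response. A gene matched to a peptidoglycan recognition protein, a sensor of bacterial cell walls (PGRP1_HOLDI, TRINITY_DN17436_c0_g1), stood at 1251 normalized counts in group A, 101 ± 43.3 (SD, n = 3) in group B, 1580 ± 597 (SD, n = 3) in group A-1 and 1621 ± 450 (SD, n = 3) in group B-1. It was higher in group B-1 than in group B, with a log2 fold change of 4.04 (standard error 0.40, adjusted p = 2.3e-04 from limma with Benjamini-Hochberg adjustment), while groups A-1 and B-1 overlapped, with a log2 fold change of 0.07 (standard error 0.40, adjusted p = 0.93). The match of dual oxidase, which makes reactive oxygen species against microbes (DUOX_DROME, TRINITY_DN11479_c0_g1), stood at 998 in group A, 85.9 ± 16 (SD, n = 3) in group B, 398 ± 41.9 (SD, n = 3) in group A-1 and 102 ± 20.4 (SD, n = 3) in group B-1. It was lower in group B-1 than in group A-1, with a log2 fold change of -1.96 (standard error 0.18, adjusted p = 1.4e-04), and groups B and B-1 overlapped. Over all genes tested, 52.3% differed between groups A and B, 26.9% between groups A-1 and B-1 and 23.1% between groups B and B-1. The share for groups A and B rests on 1 library of group A.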

Overall differences were observed in the gene expression patterns of each group, and these variances are believed to have influenced both the survival rate and the degree of cellular immune activation (**Supplementary Figure S1**).

Next, we visualized the relationship between the top four Gene Ontology (GO) terms based on significance. Specifically, in the comparison between group A-1 and group B-1, among the significant GO terms identified in group B-1, GO terms 1, 2, and 3 were grouped together based on similar functions. The identified genes are complex, encompassing diverse metabolic and signaling pathways, including those related to immunity. This underscores the importance of maintaining a balanced and regulated cellular environment to ensure homeostasis in energy metabolism and lipid localization (**Figures 5A-1**). Additionally, GO term 4 was associated with genes directly involved in insect innate immunity, such as Toll pathways, pattern recognition receptors (PRRs), and cytokines. 

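Genes matched to the recognition protein SB2 and to Toll-like receptors were higher in group B-1 than in group A-1, a gene matched to the Toll ligand was lower, and the recognition protein gene PGRP1_HOLDI TRINITY_DN17436_c0_g1 did not pass the test. A gene matched to the peptidoglycan recognition protein SB2 (PGSB2_DROSI, TRINITY_DN15458_c0_g1) stood at 4.65 ± 2.57 normalized counts (SD, n = 3) in group A-1 and 78.4 ± 9.14 (SD, n = 3) in group B-1, a log2 fold change of 3.93 (standard error 0.37, adjusted p = 1.7e-04 from limma with Benjamini-Hochberg adjustment). It stood at 60.6 in the single library of group A and 28.9 ± 4.93 (SD, n = 3) in group B, so group A-1 was its lowest group. The match of a Toll-like receptor of the chicken (TLR22_CHICK, TRINITY_DN26851_c0_g1) stood at 7.52 ± 3.88 (SD, n = 3) in group A-1 and 50.3 ± 19.1 (SD, n = 3) in group B-1, a log2 fold change of 2.62 (standard error 0.44, adjusted p = 0.003). After heat-killed *Bt* alone, in group B, it stood at 45.4 ± 14.9 (SD, n = 3). Both genes matched to the fly receptor Toll-7 (TOLL7_DROME) were called higher, TRINITY_DN5725_c0_g2 with a log2 fold change of 1.42 (standard error 0.42, adjusted p = 0.036) and TRINITY_DN1254_c0_g2 with 1.34 (standard error 0.44, adjusted p = 0.05 after rounding). Neither was called between groups B and B-1, with log2 fold changes of 0.15 to 0.16. Spätzle (SPZ_DROME, TRINITY_DN10023_c0_g1) was at 1542 ± 172 (SD, n = 3) in group B-1, with a log2 fold change of -0.64 (standard error 0.14, adjusted p = 0.01). A gene matched to dorsal, a transcription factor of the Toll pathway (DORS_DROME, TRINITY_DN101413_c0_g1), was too low for the test, at 0.874 ± 0.935 (SD, n = 3) in group A-1 and 0.29 ± 0.502 (SD, n = 3) in group B-1. The TOLL7_DROME calls were lost under 9 of 19 alternative settings for TRINITY_DN5725_c0_g2, among them the fit with the replicate number as a block (adjusted p = 0.052), and under 10 of 19 for TRINITY_DN1254_c0_g2, and that of SPZ_DROME under 4 of 20. The genes are those labelled in Fig. 6B, and the members of GO term 4 were not used here.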

Toll pathways, PRRs, and cytokines act as integral components of the insect immune system, working together to detect, signal, and coordinate immune responses against pathogens. Their intricate relationships form a robust defense mechanism critical for maintaining immune homeostasis. Down-regulated GO terms in group B-1 were primarily associated with muscle-related genes (**Figures 5B, B-1**). Comparing group A to group B, overexpressed GO terms in group B were associated with genes related to immune-related cell proliferation, differentiation, and developmental processes (**Supplementary Figures 2SA, 2SA-1**). Down-regulated GO terms were primarily linked to pigment and metabolism (**Supplementary Figures 2SB, 2SB-1**). 

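Genes matched to enzymes of melanin formation and of lipid metabolism stood lower in group B than in group A. With group A counted once in the filter, an alternative chosen after seeing the data in which no gene passes through the copies of group A alone, 4 of 5 tested genes with prophenoloxidase names (PPO) were lower and none was higher, with log2 fold changes of -7.03 to -1.26 over all 5. PPO1_HOLDI TRINITY_DN142_c0_g1 went from 9919 normalized counts to 2258 ± 624 (SD, n = 3), a log2 fold change of -2.18 (standard error 0.40, adjusted p = 0.0021 from limma with Benjamini-Hochberg adjustment), and PPO2_HOLDI TRINITY_DN4306_c0_g1 went from 28342 to 9921 ± 863 (SD, n = 3), a log2 fold change of -1.52 (standard error 0.16, adjusted p = 1.1e-04). All 3 genes so tested that match a fatty acid desaturase of the house cricket (FAD9_ACHDO) were lower, with log2 fold changes of -5.19 to -2.35, and the most abundant, TRINITY_DN4882_c14_g1, went from 46724 to 9397 ± 2497 (SD, n = 3). All 5 genes so tested with cytochrome P450 names (CP4) were lower too, with log2 fold changes of -5.94 to -2.38, among them CP4C1_BLADI TRINITY_DN2491_c0_g2 at 2024 in group A and 106 ± 48 (SD, n = 3) in group B (log2 fold change -4.34, standard error 0.45, adjusted p = 9.7e-05). These genes were chosen by the study on these samples, which is no independent evidence of their direction, and the members of the down-regulated terms were not used here. PPO3_DROER TRINITY_DN111932_c1_g1, FAD9_ACHDO TRINITY_DN50719_c0_g1 and CP4C3_DROME TRINITY_DN13769_c0_g1 pass the filter only through group A, which favours a fall, and are left out of these numbers. Group A, a single library, had 224 genes with at least 100 normalized counts that stood under 1% of that level in the mean of the other groups.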

When comparing group B to group B-1, the GO terms mainly identified were related to melanin synthesis. 

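Among genes with prophenoloxidase names (PPO), whose active form starts melanin synthesis, 2 of 6 tested were higher in group B-1 than in group B and none was lower. PPO2_HOLDI TRINITY_DN4306_c0_g1 reached 22835 ± 2396 normalized counts (SD, n = 3) in group B-1, a log2 fold change over group B of 1.20 (standard error 0.11, adjusted p = 1.7e-04 from limma with Benjamini-Hochberg adjustment). PPO1_HOLDI TRINITY_DN873_c13_g1 had a log2 fold change of 1.18 (standard error 0.23, adjusted p = 0.0065). For both genes every library of group B-1 was above every library of group B (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). The other PPO1_HOLDI genes did not pass the test, with a log2 fold change of 0.90 (standard error 0.32, adjusted p = 0.073) for TRINITY_DN873_c1_g1 and 0.72 (standard error 0.28, adjusted p = 0.1) for TRINITY_DN142_c0_g1. With the replicate number as a block both passed, at adjusted p = 6.5e-04 and adjusted p = 6.8e-04 with the same log2 fold changes. PPO2_DROME TRINITY_DN7016_c0_g1 had a log2 fold change of -0.50 (standard error 0.43, adjusted p = 0.46), and PPO3_DROER TRINITY_DN111932_c1_g1 was listed at 0 in group B and at 0.51 ± 0.448 (SD, n = 3) in group B-1. The gene labelled PRP2_MANSE, TRINITY_DN3588_c0_g1, was left out of this count by its label alone. It stood at 7.46 ± 4.34 (SD, n = 3) in group B and 4.23 ± 2.93 (SD, n = 3) in group B-1. TRINITY_DN873_c1_g1 and TRINITY_DN873_c13_g1 belong to related parts of the assembly and may share reads.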

Down-regulated GO terms in this comparison were associated with muscle-related genes (**Supplementary Figures 2SC, 2SC-1, 2SD, 2SD-1**).

**Figure 5:**
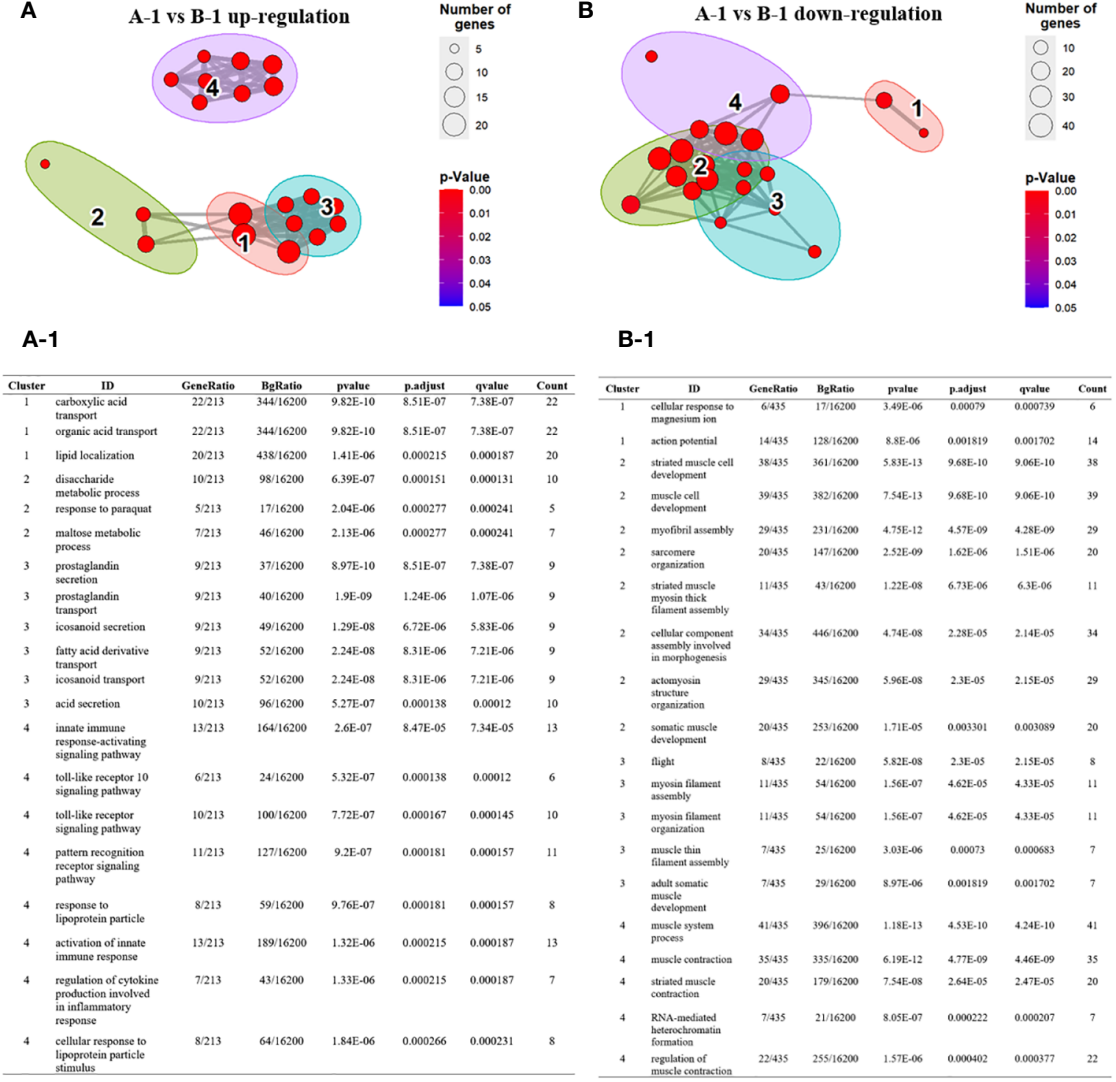
Over-representation (or enrichment) analysis of differentially expressed genes between group A-1 and group B-1. **(A, B)** Each node represents an enriched term and identified genes are explained in A-1 and B-1. Cutoff values included a *p*-value of <0.01, a minimum count of 3, and an enrichment factor of >1.5. GO biological processes, KEGG pathways, Reactome gene sets, CORUM complexes, and Canonical pathways from MsigDB were included in the search. Red nodes are colored by rations group A to group B **(A)** GO terms 1, 2, and 3 were grouped together based on similar functions. GO term 4 was associated with genes directly involved in insect innate immunity, such as Toll pathways, pattern recognition receptors (PRRs), and cytokines. (A-1) The identified genes are complex, encompassing diverse metabolic and signaling pathways, including those related to immunity. (**B**, B-1) Down-regulated GO terms in group B-1 were primarily associated with muscle-related genes.

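Of the 49 genes labelled in Fig. 6B, 42 could be tested, and 23 were higher and 8 lower in group B-1 than in group A-1 (23 higher and 10 lower when adjusted over the list alone). All 5 genes of the bacterial lipopeptide terms were higher. They include a gene matched to the human receptor of bacterial lipopeptides TLR2 (TLR2_HUMAN, TRINITY_DN687_c0_g1), which stood at 115 ± 19.7 normalized counts (SD, n = 3) in group A-1 and at 692 to 1222 in the libraries of group B-1. They also include a gene matched to TRIL (TRIL_RAT, TRINITY_DN687_c0_g5), which stood at 31.5 ± 3.39 (SD, n = 3) in group A-1 and 352 ± 16.4 (SD, n = 3) in group B-1. Their log2 fold changes were 2.96 (standard error 0.29, adjusted p = 1.8e-04 from limma with Benjamini-Hochberg adjustment) and 3.45 (standard error 0.11, adjusted p = 6.4e-07). In groups A and B, TLR2_HUMAN stood at 879 and 529 ± 154 (SD, n = 3). TRIL_RAT stood there at 229 and 209 ± 16.2 (SD, n = 3), so group A-1 was the lowest group for both genes. Of the 9 tested genes of the antibacterial humoral response, 7 were higher and 1 was lower, the latter THS7B_HUMAN TRINITY_DN9749_c1_g1 with a log2 fold change of -1.15 (standard error 0.20, adjusted p = 0.0035). Of the 28 tested genes of the defense response to Gram-positive bacteria, 11 were higher, 7 were lower and 10 did not pass the test. Between groups B and B-1, 10 of the 42 genes were higher and 6 lower in group B-1 (12 and 7 when adjusted over the list alone), and TLR2_HUMAN did not pass the test, with a log2 fold change of 0.80 (standard error 0.29, adjusted p = 0.078, and adjusted p = 0.0046 with the replicate number as a block). The study chose these genes on the same samples, so their counts are not independent evidence of a direction. The genes of TRINITY_DN687 come from 1 part of the assembly and may share reads.

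**Figure D1:**
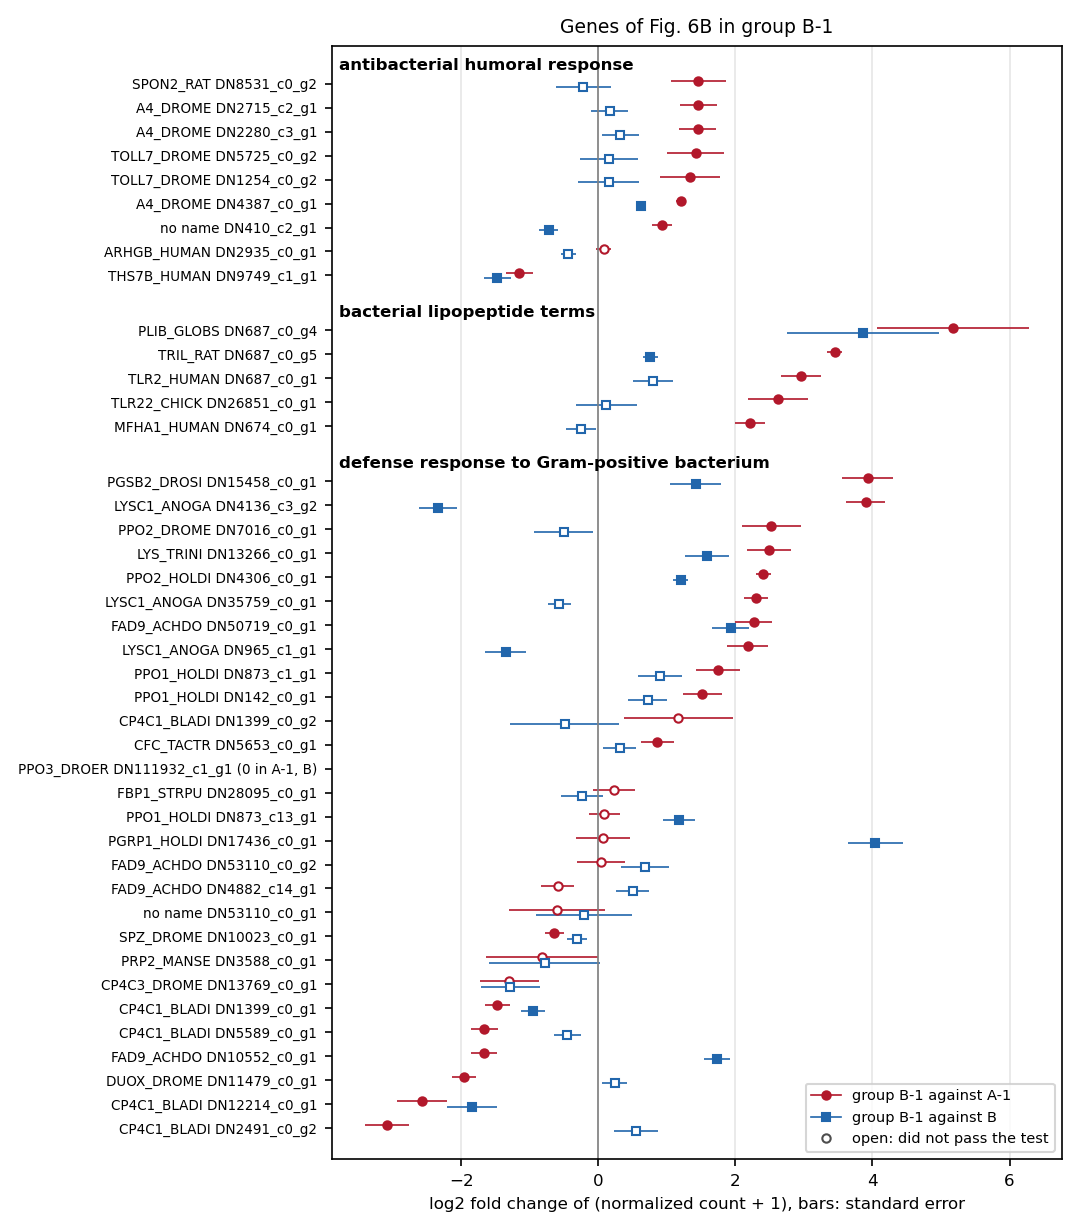
Log2 fold changes (horizontal axis, on the log2(normalized count + 1) scale) of the 42 tested genes of Fig. 6B in group B-1 against group A-1 (circles) and against group B (squares), with 3 libraries per group, bars showing the standard error and filled symbols the genes that passed the test. No symbol is drawn against a group in which a gene was listed at 0.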

Utilizing ‘bacteria’ as a keyword in the Dotplot analysis, overexpressed GO terms in group B-1 compared to group A-1 were confirmed to be related to antibacterial humoral response, detection of bacterial lipopeptides, and cellular response to bacteria lipopeptides (**Figure 6A**). 

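Genes labelled with the antibacterial humoral response in Fig. 6B were higher in each group that received *Bt* than in the single library of group A. Of the 9 that could be tested, 9 were higher in group B, 8 in group A-1 and 9 in group B-1, and none was lower (the same numbers when adjusted over the list alone). A gene matched to the fly relative of the amyloid precursor protein (A4_DROME, TRINITY_DN4387_c0_g1) stood at 74.4 normalized counts in group A, 711 ± 18.9 (SD, n = 3) in group B, 475 ± 36.2 (SD, n = 3) in group A-1 and 1095 ± 29.1 (SD, n = 3) in group B-1. Its log2 fold changes over group A were 3.24, 2.65 and 3.86 in groups B, A-1 and B-1 (standard error 0.10 each, adjusted p = 7.7e-08, 3.1e-07 and 2.5e-08 from limma with Benjamini-Hochberg adjustment). The match of a human guanine nucleotide exchange factor (ARHGB_HUMAN, TRINITY_DN2935_c0_g1) stood at 70.5 in group A, 1284 ± 134 (SD, n = 3) in group B, 895 ± 90.8 (SD, n = 3) in group A-1 and 945 ± 69.1 (SD, n = 3) in group B-1. A4_DROME TRINITY_DN2715_c2_g1 and TOLL7_DROME TRINITY_DN1254_c0_g2 were listed at 0 in group A. SPON2_RAT TRINITY_DN8531_c0_g2, matched to spondin-2, an extracellular protein that binds bacteria in mammals, did not pass the test in group A-1, with a log2 fold change of 0.96 (standard error 0.57, adjusted p = 0.19). The study chose these genes on these samples, and 690 genes with a mean of at least 100 in the other 9 libraries stood under 1% of that mean in group A. The call of TRINITY_DN410_c2_g1 in group A-1, a gene with no name in the figure, was lost under 8 of 19 alternative settings.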

Notably, antibacterial humoral response (GO:0019731)-related genes were significantly upregulated in group A-1, B, and B-1 compared with group A (**Figure 6B**). 

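The genes plotted in Fig. 6C, identified here by their values and not by name, had their highest mean in group B-1. Attacin and defensin are antimicrobial peptides, lysozyme breaks bacterial cell walls, and GNBP is a family of recognition proteins for bacteria and fungi. The attacin-like gene (TRINITY_DN5330_c0_g1) stood at 5402 normalized counts in group A, 550 ± 203 (SD, n = 3) in group B, 8717 ± 3405 (SD, n = 3) in group A-1 and 20149 ± 10534 (SD, n = 3) in group B-1. The defensin-like gene (TRINITY_DN1360_c0_g1) stood at 2068, 166 ± 46 (SD, n = 3), 4446 ± 1405 (SD, n = 3) and 12318 ± 2871 (SD, n = 3) normalized counts in the same order of groups. The lysozyme-like gene (TRINITY_DN13266_c0_g1), labelled LYS_TRINI in Fig. 6B, stood at 4654, 11918 ± 2949 (SD, n = 3), 6447 ± 1886 (SD, n = 3) and 36135 ± 10343 (SD, n = 3), and the GNBP-like gene (TRINITY_DN16547_c0_g1) at 5015, 7846 ± 876 (SD, n = 3), 6994 ± 853 (SD, n = 3) and 16592 ± 2087 (SD, n = 3). Against group A-1, the lysozyme-like gene was higher in group B-1 by a log2 fold change of 2.49 (standard error 0.32, adjusted p = 8.0e-04 from limma with Benjamini-Hochberg adjustment), the defensin-like gene by 1.50 (standard error 0.31, adjusted p = 0.0086) and the GNBP-like gene by 1.25 (standard error 0.13, adjusted p = 3.0e-04). Each library of group B-1 was above each library of group A-1 for these genes (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). The libraries of the attacin-like gene overlapped, with a log2 fold change of 1.16 (standard error 0.47, adjusted p = 0.1), and with the replicate number as a block it passed the test (adjusted p = 0.0013). Against group B, all 4 genes were higher in group B-1, with log2 fold changes of 6.21 for the defensin-like gene (standard error 0.31, adjusted p = 6.2e-06), 5.14 for the attacin-like gene (standard error 0.47, adjusted p = 1.4e-04), 1.59 for the lysozyme-like gene and 1.08 for the GNBP-like gene. The attacin-like and defensin-like genes were lower in group B than in group A, with log2 fold changes of -3.37 (standard error 0.66, adjusted p = 0.0032) and -3.67 (standard error 0.44, adjusted p = 2.3e-04), where group A is 1 library. Without the libraries numbered 1 of groups B, A-1 and B-1, an alternative chosen after seeing the data that leaves 2 libraries in each of these groups, 2 calls were lost. The defensin-like gene no longer passed the test against group A-1 (log2 fold change 1.61, adjusted p = 0.054), nor the lysozyme-like gene against group B (1.63, adjusted p = 0.083). These log2 fold changes were not smaller than with all libraries.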

Normalization count analysis further confirmed high expression levels of *attacin*, *defensin*, *lysozyme*, and *GNBP*-like genes exclusively in group B-1 (**Figure 6C**). Comparing the results, specifically between groups A and B, it was determined that the expression of genes inducing cell morphological changes commenced in group B. Additionally, when comparing A-1 and B-1, it was observed that group B-1 exhibited overexpression of various genes related to both humoral and cellular immunity.

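Between groups A-1 and B-1, genes with lysozyme names and 4 of 6 tested genes with prophenoloxidase names (PPO) were higher in group B-1, and 4 of 6 genes with cytochrome P450 names were lower. All 4 genes with lysozyme names were higher, with log2 fold changes of 2.18 to 3.90, and LYSC1_ANOGA TRINITY_DN4136_c3_g2 rose from 115 ± 27 normalized counts (SD, n = 3) to 1736 ± 443 (SD, n = 3) (standard error 0.28, adjusted p = 3.7e-05 from limma with Benjamini-Hochberg adjustment). Between groups B and B-1, 1 of the 4 was higher and 2 were lower in group B-1, among them the same TRINITY_DN4136_c3_g2 from 8773 ± 2422 (SD, n = 3) in group B, a log2 fold change of -2.34 (standard error 0.28, adjusted p = 5.9e-04). None of the 6 genes whose label begins with PPO, enzymes known from hemocytes, was lower. The gene labelled PRP2_MANSE, TRINITY_DN3588_c0_g1, was left out of this count by its label alone. It stood at 9.31 ± 6.98 (SD, n = 3) in group A-1 and 4.23 ± 2.93 (SD, n = 3) in group B-1. PPO2_HOLDI TRINITY_DN4306_c0_g1 was at 4308 ± 471 (SD, n = 3) in group A-1 and had a log2 fold change of 2.41 (standard error 0.11, adjusted p = 4.3e-06), whereas PPO1_HOLDI TRINITY_DN873_c13_g1 did not pass the test, at 0.09 (standard error 0.23, adjusted p = 0.82). Of 6 genes with cytochrome P450 names, 4 were lower in group B-1, by -3.08 to -1.47 on the log2 scale. CP4C3_DROME TRINITY_DN13769_c0_g1 had a log2 fold change of -1.30 (standard error 0.43, adjusted p = 0.055, and adjusted p = 0.03 with the replicate number as a block), and the desaturase gene FAD9_ACHDO TRINITY_DN4882_c14_g1 one of -0.59 (standard error 0.24, adjusted p = 0.1, and adjusted p = 1.0e-04 with the block). The calls of PPO2_DROME TRINITY_DN7016_c0_g1 and PPO1_HOLDI TRINITY_DN142_c0_g1 were lost without the libraries numbered 1, an alternative chosen after seeing the data (adjusted p = 0.071 and 0.051). From the comparison of groups A-1 and B-1, the paper concludes that group B-1 overexpressed genes of humoral and cellular immunity, and from that of groups A and B that genes changing cell shape began to be expressed in group B.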

**Figure 6:**
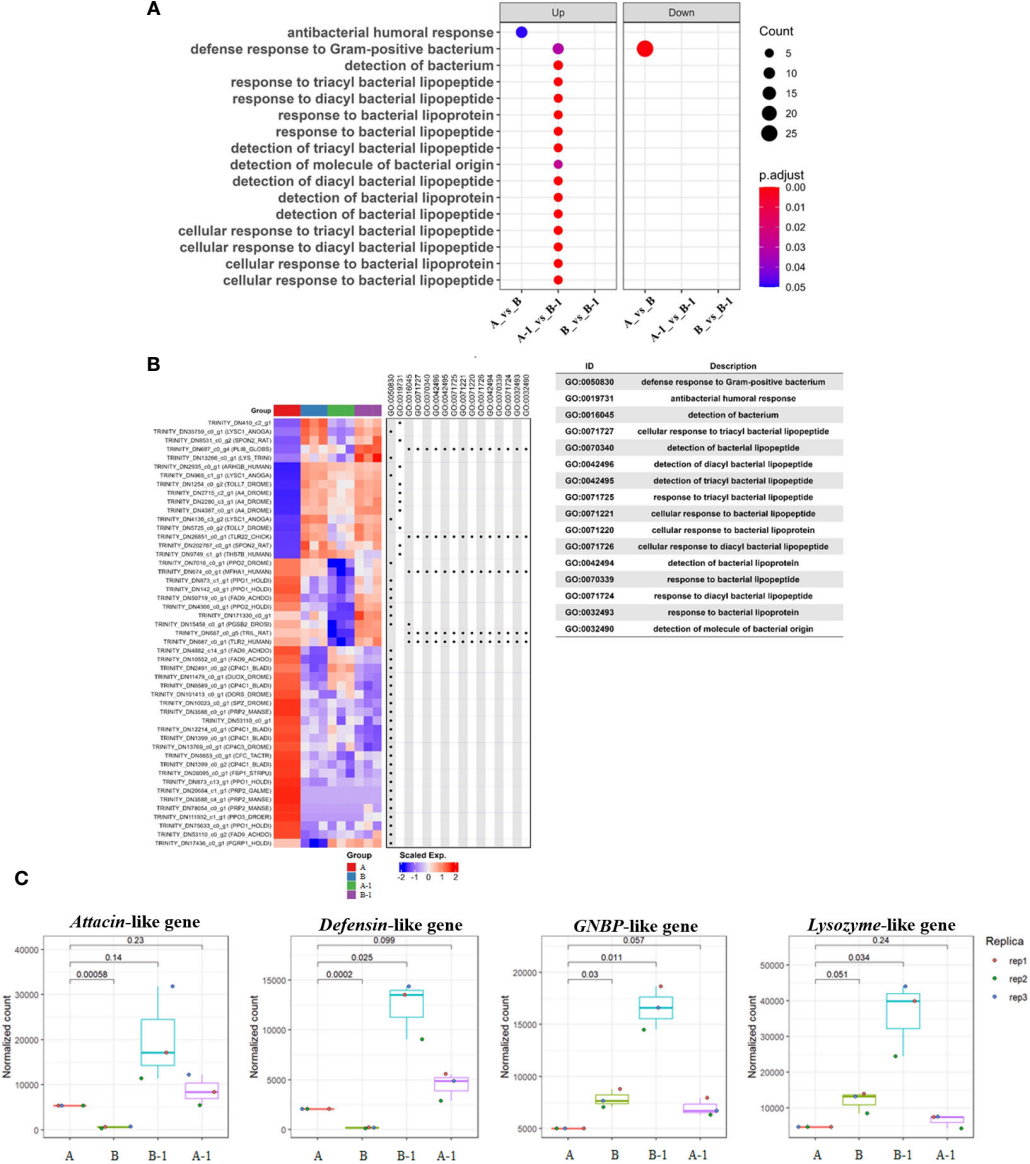
Dotplot and Heatmap analysis comparing the enrichment of multiple gene lists. Using a named list of gene clusters, the results were displayed as multiple columns with each one represents an enrichment result of a gene cluster. Utilizing ‘bacteria’ as a keyword in the Dotplot analysis, overexpressed GO terms in group B-1 compared to group A-1 were confirmed to be related to antibacterial humoral response, detection of bacterial lipopeptides, and cellular response to bacteria lipopeptides **(A)**. Heatmap analysis was performed to validate the aforementioned results, indicating that immune-related genes were significantly expressed in groups A-1, B, and B-1, excluding group A **(B)**. In addition, the Heatmap of gene set enrichment analysis (GSEA) of the hallmark gene sets in MsigDB database revealing the enrichment of antibacterial humoral response, detection and cellular response of bacterial lipopeptides. Notably, overexpressed humoral immune genes during bacterial invasion were identified. Normalization count analysis further confirmed high expression levels of *attacin*, *defensin*, *lysozyme*, and *GNBP*-like genes exclusively in group B-1 **(C)**.

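The genes labelled in Fig. 6B fall into sets with opposite patterns. Of the 49 genes, 28 had their highest mean in group A, 13 in group B-1, 8 in group B and none in group A-1. All 10 genes of the antibacterial humoral response were lowest in group A, while 27 of the 34 genes of the defense response to Gram-positive bacteria were highest in group A. Of the 28 genes of the latter set that could be tested against group A, 4 were higher and 22 lower in group B, 2 were higher and 22 lower in group A-1, and 4 were higher and 19 lower in group B-1. The lysozyme gene LYSC1_ANOGA TRINITY_DN35759_c0_g1 stood at 504 normalized counts in group A, 4407 ± 836 (SD, n = 3) in group B, 596 ± 58.6 (SD, n = 3) in group A-1 and 2961 ± 477 (SD, n = 3) in group B-1. Against group A its log2 fold change was 3.11 in group B (standard error 0.25, adjusted p = 2.0e-05 from limma with Benjamini-Hochberg adjustment) and 0.24 in group A-1 (standard error 0.25, adjusted p = 0.45). The gene labelled PRP2_MANSE, TRINITY_DN3588_c0_g1, was lower by log2 fold changes of -6.77, -6.73 and -7.55 in groups B, A-1 and B-1 (standard error 1.15 each, adjusted p = 0.0015, 0.0017 and 8.7e-04), and stood there at 7.46 ± 4.34, 9.31 ± 6.98 and 4.23 ± 2.93 (SD, n = 3). Over the 42 genes tested, 14 were higher and 23 lower in group B, 11 higher and 25 lower in group A-1, and 16 higher and 20 lower in group B-1 (15 and 23, 11 and 25, and 16 and 21 when adjusted over the list alone). Of these, 4 genes of the Gram-positive set pass the filter only through the copies of group A, and with group A counted once, an alternative chosen after seeing the data, 19, 21 and 18 of 38 genes were lower in groups B, A-1 and B-1. No call of these genes reversed its direction under an alternative setting. The list was chosen by the study on these samples, and group A is 1 library that stands apart over all genes, with 5765 genes at 10 or more in group A and under 10 in each of the other 9 libraries.

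**Figure D2:**
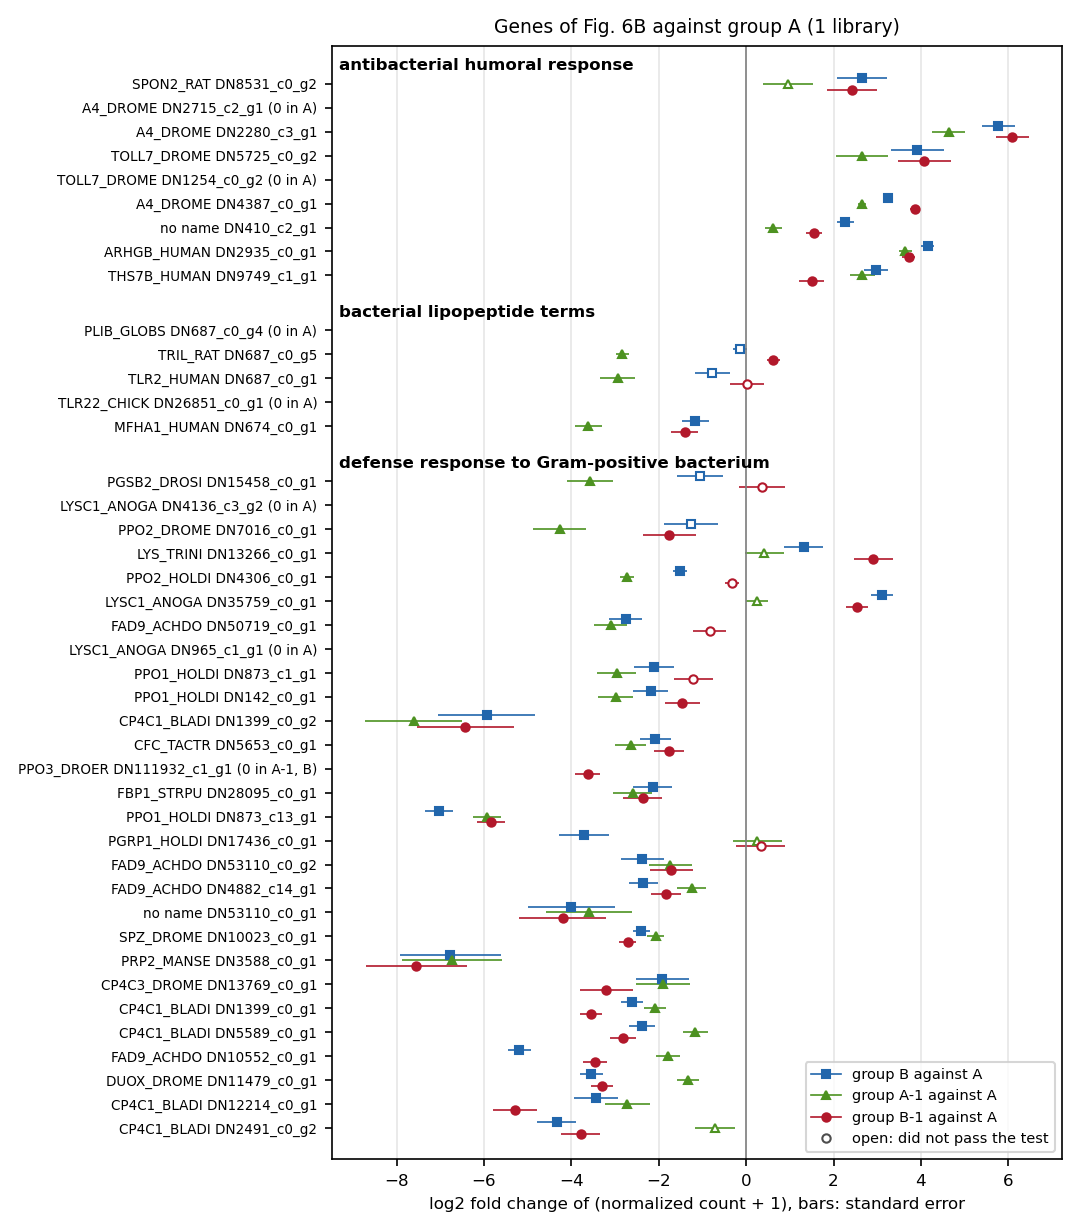
Log2 fold changes (horizontal axis, on the log2(normalized count + 1) scale) of the 42 tested genes of Fig. 6B in groups B (squares), A-1 (triangles) and B-1 (circles) against group A, with 3 libraries per group except group A with 1, bars showing the standard error and filled symbols the genes that passed the test. No symbol is drawn where a gene was listed at 0 in a group compared.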

### 3.5 Analysis of short-term and long-term immune priming effects

We analyzed the priming effect and survival when the pathogen used for immunity induction differed from the reinvading pathogen. Group A, B, and C were injected with heat-killed *Bt*, heat-killed *E*. *coli*, and PBS buffer, respectively. Subsequently, all groups were re-injected with live *Bt* to assess survival rates. Survival rates were evaluated for two- and nine-day intervals between injections. Two days later, in the control group C injected with live *Bt*, the survival rate was approximately 10% (**Figure 7A**). After 60 hours, the survival rate for groups A and B was approximately 60%, and the surviving crickets remained highly active and healthy (**Figure 7A**). Next, live *Bt* was injected 9 days after the first injection to examine survival rates among groups (**Figure 7B**). Surprisingly, while group C and B exhibited low survival rates of ~10% until 60 hours after injection, group A demonstrated a high survival rate of ~60% after 60 hours (**Figure 7B**). To confirm the results in **Figure 7**, the survival survey was replicated three times (**Supplementary Figure S3**). During short-term immune priming, there is an observed elevated immune response to both homologous and heterogeneous pathogens (indicating a cross-priming effect). However, it is presumed that crickets exhibit an enhanced immune response exclusively to the homologous pathogen used during long-term immune priming.

**Figure 7:**
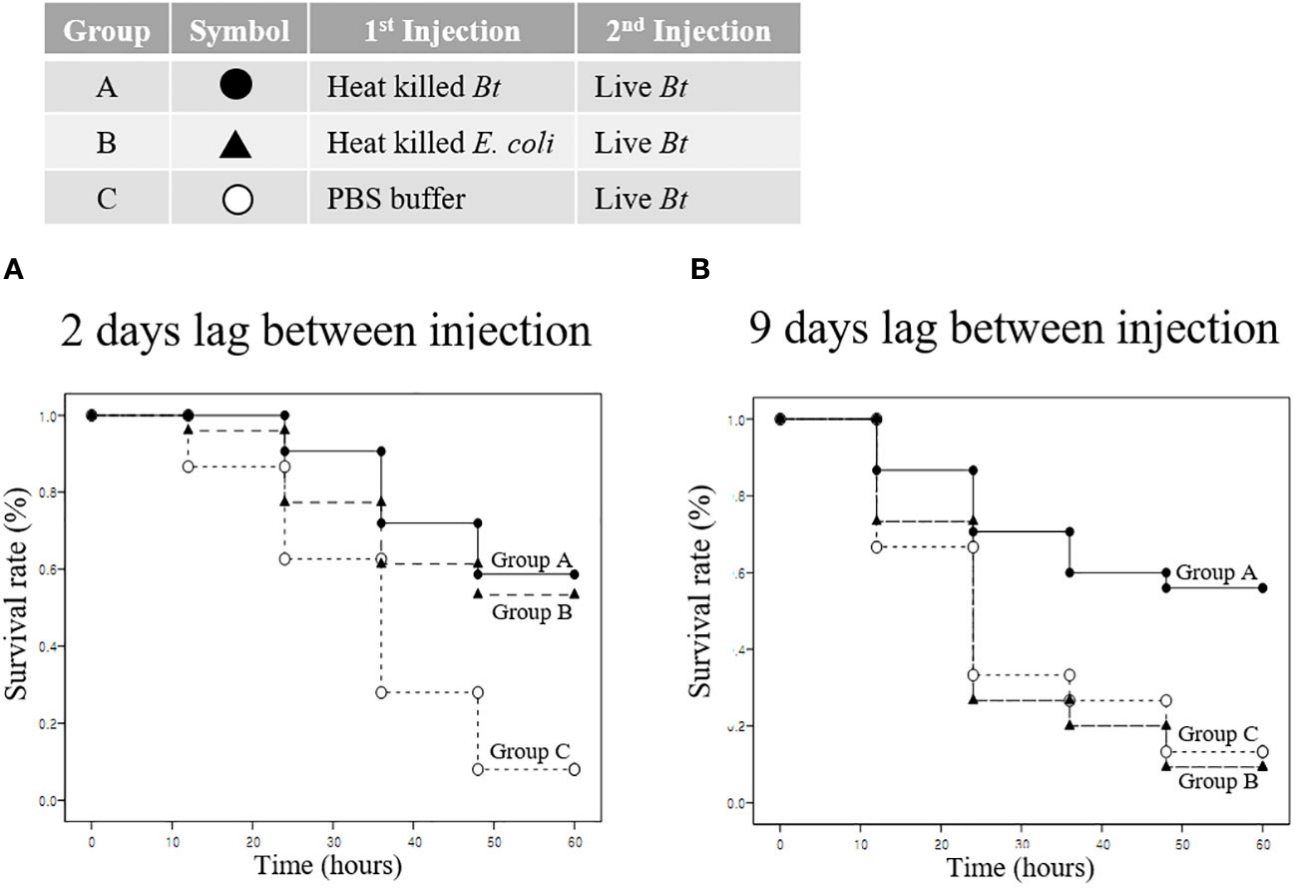
Priming effect and survival analysis according to pathogen type. **(A)** Short-term immune priming. Groups A, B, and C were initially injected with heat-killed *Bt*, heat-killed *E coli*, and PBS buffer, respectively. All groups were re-injected with live *Bt* to assess survival rates after two days. Control group C exhibited a low survival rate (~10%) after 60 hours, with limited mobility and signs of ill health. Group B showed an improved survival rate of approximately 50%, while group A demonstrated the highest survival rate (~60%) after 60 hours. Surviving crickets in groups A and B displayed high activity levels, engaging in mating and feeding activities. **(B)** Long-term immune priming. Nine days following the initial injection, a subsequent injection of Live *Bt* was administered to assess long-term survival rates. Both group C and group B displayed notably low survival rates, approximately 10% or less, after 60 hours, characterized by mostly motionless and unhealthy surviving crickets. Conversely, group A demonstrated a substantially higher survival rate, around 60%, with the majority of surviving crickets actively moving and in a healthy state after 60 hours.

## 4 Discussion

Recently, scientists in the fields of entomology and immunology have addressed a variety of questions about how insects have evolved over time to fight off a variety of pathogens without having the complex adaptive immune systems that exist in vertebrate. Essentially, this raises the question of whether insects might possess mechanisms similar to immune priming or memory (11). A number of studies have centered around this question, and this study, initiated by these inquiries, particularly explores the relationship between cellular immune responses based on immune priming.

In the field of immunology, demonstrating the effectiveness of immune priming (short-term, long-term, cross-priming, etc.) in insects is a very challenging task. This involves complex tasks such as determining the period from priming to pathogen reinfection and setting the infection dose (13, 24). For example, if the interval between immune priming and the second infection is too short or too long, distinguishing the effects of immune priming against the same or different pathogens used during initial priming becomes complicated. Moreover, injecting small doses of the pathogen during immune priming makes it difficult to obtain a significant immune priming effect, whereas injecting large doses increases the mortality rate of insects due to secondary infections during poor health, complicating the interpretation of the results. The results of this study precisely established the optimal dose and duration of exposure to the pathogen through a variety of preliminary experiments. For example, considering that the adult lifespan of the experimental insect, the cricket, is 30 ± 5 days, the period from immune priming to live *Bt* injection was precisely determined (**Figures 2**, **7**). The 2-day group had a significantly higher survival rate compared to the PBS-injected group (**Figures 2**, **7**). These findings suggest a cross-priming effect, wherein the resistance of crickets to other pathogens is simultaneously enhanced when exposed to a single pathogen. Interestingly, the appropriately primed group (9 days) displayed an immune-boosting effect specifically against the same type of bacteria, while the cross-priming effect diminished. This phenomenon may be attributed to immune blood cells retaining bacterial cell fragments post-phagocytosis, with these fragments persisting in the hemolymph for some time. Upon re-exposure to the same specific bacteria, they induce a faster and stronger immune response (3). Furthermore, it can be hypothesized that specific pattern recognition receptors (PRRs) targeting allogeneic bacteria remain in the hemolymph for an extended period without degradation, thereby eliciting a rapid immune response upon re-invading allogenic bacteria (25–29). As depicted in **Figure 4D-3**, granulocytes were observed to consistently retain bacterial cell fragments. These retained fragments may persist in the hemolymph for some time, inducing a faster and more powerful immune response upon re-exposure to the same specific bacteria. In the future, delving into the specific molecular pathways engaged in preserving bacterial cell fragments by granulocytes will be indispensable.

We investigated the effect of immune priming in conjunction with the activation of immune cells. To date, there have been few studies that have tested the effects of immune priming with a focus on the detailed observation of immune cells. In insects, the immune priming effect linked to hemocytes has been reported in *Anopheles gambiae* (15). The immune-priming group exhibited a high survival rate accompanied by an increase in the number of hemocytes, suggesting the significance of augmented immune cells in pathogen removal and overall survival (10, 32). Our study similarly confirmed that in the heat-killed *Bt*-primed group, all six types of hemocytes increased. Among them, granulocytes, the principal immune cells in this insect, demonstrated the most significant increase. These results align with observations in vertebrate, where an overall increase in blood cells is associated with protection against pathogen infection (2, 33). Notably, an elevation in white blood cells has been reported to enhance the likelihood of survival. Additionally, detailed immune-morphological changes of granulocytes were also reported in this study. As illustrated in **Figures 2**, **3**, and **4**, the observed increase in granulocytes, coupled with their rapid morphological changes indicative of heightened phagocytic activity, led to the swift and efficient removal of re-invading pathogens, resulting in an enhanced survival rate compared to the control group.

The validation of immune priming in insects has primarily been explored in association with the swift production of antimicrobial peptides (AMPs). For instance, research has reported an increase in survival rates upon reinfection with specific pathogens in *Drosophila melanogaster*, *Galleria mellonella*, *Bombus terrestris*, and *Anopheles gambiae* after immune priming (34–37). As evident in **Figure 6**, we also confirmed the overexpression of certain AMPs (*attacin*, *defensin*, and *lysozyme*) exclusively in the heat-killed *Bt*-primed group subjected to immune priming with pathogens. This suggests that the rapid immune response of granulocytes, coupled with the swift overexpression of antibiotic proteins, contributed to the increased survival rate.

While modeled insects like *D. melanogaster* and *A. gambiae* offer the advantage of conducting experiments under controlled laboratory conditions across multiple generations, yielding consistent and reproducible results, their immune responses to various pathogens may exhibit slight variations compared to insects in their natural habitats. In the wild, insects have endured prolonged exposure to diverse infectious agents, developing robust defenses against invading pathogens. Although the fundamental immune system is remarkably similar across all insects, individuals or groups may manifest varying strengths in immune responses depending on the environmental conditions of their habitat (38). Crickets, thriving in highly humid environments, are exposed to a diverse array of pathogens. It can be inferred that insects in such habitats have evolved while constantly contending with the persistent threat of pathogen infection (18). We conducted our study by collecting and raising adult crickets directly in their natural environment, obtaining results from 2^nd^ to 3^rd^ generation crickets. Therefore, we posit that the notably active immune activity of granulocytes observed in our study is readily observable. However, crickets, unlike other model insects, lack reported genomic reference genes, posing a limitation that hindered the precise analysis of many specifically overexpressed genes.

In summary, our study revealed that prolonged immune activation, characterized by heightened granulocyte activity, phagocytosis, and extracellular trap formation, contributes to enhanced survival rates. Gene expression analysis supports these findings, indicating the differential regulation of immune-related genes. In addition, crickets manifest a cellular immune response linked to both short-term and long-term priming effects. Short-term priming induces a cross-priming effect, whereas long-term priming results in a diminished cross-priming effect, emphasizing a swift immune response primarily directed at the same type of bacteria.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Ethics statement

The manuscript presents research on animals that do not require ethical approval for their study.

## Author contributions

YC: Data curation, Formal Analysis, Investigation, Validation, Visualization, Writing – original draft, Methodology. SC: Data curation, Formal Analysis, Investigation, Validation, Visualization, Writing – original draft, Conceptualization, Funding acquisition, Supervision, Writing – review & editing.

## Supplementary material

Supplementary Figure 1 Principal component analysis (PCA) and volcano plots of differentially expressed genes (DEGs). Group A was injected with only PBS buffer. Group B was injected with heat-killed *Bt*. Group A-1 was injected with live *Bt* after 2 days of PBS buffer injection. Group B-1 was injected with live *Bt* after two days of heat-killed *Bt* injection. **(A)** PCA of all extracts. The volcano plot of A group vs. B group **(B)**, A-1 group vs. B-1 group **(C)**, and B group vs. B-1 group **(D)**. Groups A-1, B, and B-1 were distinguished from the control group (group A), indicating that the injected material played a crucial role in transcriptome formation. Simultaneously, groups A-1, B, and B-1 formed distinct clusters, suggesting that the injected substances were the primary factors determining overall gene expression. In comparison to group B-1, group A exhibited significant expression differences in a total of 24,584 genes, with 12,149 up-regulated genes and 12,435 down-regulated genes. 

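Genes with high normalized counts in groups B and B-1 were listed at 0 in group A, and their identifiers carry no name. TRINITY_DN1616_c21_g1 was listed at 0 in group A and stood at 3521090 ± 341352 normalized counts (SD, n = 3) in group B and 4159293 ± 369196 (SD, n = 3) in group B-1, and TRINITY_DN1744_c0_g2 was listed at 0 in group A and stood at 551095 ± 197101 (SD, n = 3) and 318803 ± 98009 (SD, n = 3). TRINITY_DN3400_c6_g1 stood at 26915 in group A and was listed at 0 in group B, and TRINITY_DN708_c0_g1 stood at 17810 in group A and was listed at 0 in group B-1. Between groups A and B, the pair in the title of the panel, 23363 genes differed, 11666 higher and 11697 lower in group B (limma with Benjamini-Hochberg adjustment). Between groups A and B-1, 22408 genes differed, 11096 higher and 11312 lower in group B-1. With group A counted once in the filter, an alternative chosen after seeing the data, these became 18292 genes, 11814 higher and 6478 lower, and 17481 genes, 11251 higher and 6230 lower. With at least 50 normalized counts required, 11741 and 11343 genes differed, and group A had no replicate.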

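The genes with the largest change between groups A-1 and B-1 carry only assembly identifiers. TRINITY_DN162740_c0_g1 rose from 0.312 ± 0.54 normalized counts (SD, n = 3) in group A-1 to 2133 ± 576 (SD, n = 3) in group B-1, a log2 fold change of 10.70 (standard error 0.36, adjusted p = 8.1e-07 from limma with Benjamini-Hochberg adjustment). TRINITY_DN20009_c1_g1 was listed at 0 in group A-1 and stood at 8456 ± 2042 (SD, n = 3) in group B-1. TRINITY_DN100534_c0_g1 fell from 3065 ± 503 (SD, n = 3) to 3.29 ± 1.83 (SD, n = 3), and TRINITY_DN103476_c0_g1 from 1150 ± 249 (SD, n = 3) to 1.14 ± 1.98 (SD, n = 3), with log2 fold changes of -9.57 (standard error 0.39, adjusted p = 2.2e-06) and -9.43 (standard error 0.57, adjusted p = 1.5e-05). In total 11998 genes differed, 5993 higher and 6005 lower in group B-1. With at least 50 normalized counts required 7105 genes differed, and without the libraries numbered 1, an alternative chosen after seeing the data that leaves 2 libraries per group, 7201.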

Group B-1, compared to group A-1, displayed expression differences in a total of 6,025 genes, with 2,569 up-regulated genes and 3,456 down-regulated genes. In group B-1, compared to B, a total of 5,402 gene expression differences were confirmed, with 2,829 up-regulated genes and 2,573 down-regulated genes. 

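A second injection, of live *Bt*, after priming was followed by large changes in genes that carry only assembly identifiers, where group B received no second injection. TRINITY_DN136102_c0_g1 rose from 1.27 ± 0.456 normalized counts (SD, n = 3) in group B to 5075 ± 2346 (SD, n = 3) in group B-1, a log2 fold change of 11.04 (standard error 0.41, adjusted p = 1.6e-06 from limma with Benjamini-Hochberg adjustment). TRINITY_DN12502_c1_g6 was listed at 0 in group B and stood at 5032 ± 792 (SD, n = 3) in group B-1, but at 60378 in the single library of group A. TRINITY_DN20582_c0_g1 fell from 18368 ± 5686 (SD, n = 3) to 18.4 ± 9.62 (SD, n = 3), and TRINITY_DN184993_c2_g1 from 4286 ± 1337 (SD, n = 3) to 0.236 ± 0.408 (SD, n = 3), with log2 fold changes of -9.99 (standard error 0.49, adjusted p = 5.5e-06) and -11.76 (standard error 0.40, adjusted p = 9.5e-07). Altogether 10301 genes differed, 5296 higher and 5005 lower in group B-1. With at least 50 normalized counts required 6239 genes differed, and without the libraries numbered 1, an alternative chosen after seeing the data that leaves 2 libraries per group, 6201.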

The aforementioned results illustrate variations in the expression patterns of all genes based on the immune-inducing substance, suggesting that these differences may have influenced the survival rate and the degree of cellular immune activation.

Supplementary Figure 2 Over-representation (or enrichment) analysis of differentially expressed genes between group A and B, as well as between group B and B-1. Each node represents an enriched term **(A, B, C, D)** and identifies genes are explained in A-1, B-1, C-1, and D-1. Cutoff values included a *p*-value of <0.01, a minimum count of 3, and an enrichment factor of >1.5. GO biological processes, KEGG pathways, Reactome gene sets, CORUM complexes, and canonical pathways from MsigDB were included in the search. Red nodes are colored by rations between group A and B, as well as between group B and B-1. Comparing group A to group B, overexpressed GO terms in group B were associated with genes related to immune-related cell proliferation, differentiation, and developmental processes (**A** and A-1). Down-regulated GO terms were primarily linked to pigment and metabolism (**B** and B-1). Comparing group B to group B-1, the GO terms mainly identified were related to melanin synthesis (**C** and C-1). Down-regulated GO terms in this comparison were associated with muscle-related genes (**D** and D-1).

Supplementary Figure 3 Priming effect and survival analysis according to pathogen type. To confirm the results in , the survival survey was replicated three times. Crickets demonstrate both short-term and long-term immune priming effects.

## References

[1] YamauchiTMoroishiT. Hippo pathway in mammalian adaptive immune system. Cells. (2019) 30:398. doi: 10.3390/cells8050398 PMC656311931052239

[2] MarshallJSWarringtonRWatsonWKimHL. An introduction to immunology and immunopathology. Allergy Asthma Clin Immunol. (2018) 12:49. doi: 10.1186/s13223-018-0278-1 PMC615689830263032

[3] HillyerJF. Insect immunology and hematopoiesis. Dev Comp Immunol. (2016) 58:102–18. doi: 10.1016/j.dci.2015.12.006 PMC477542126695127

[4] TsuzukiSMatsumotoHFurihataSRyudaMTanakaHSungEJ. Switching between humoral and cellular immune responses in *Drosophila* is guided by the cytokine GBP. Nat Commun. (2014) 5:4628. doi: 10.1038/ncomms5628 25130174 PMC5755975

[5] LavineMDStrandMR. Insect hemocytes and their role in immunity. Insect Biochem Mol Biol. (2002) 32:1295–309. doi: 10.1016/S0965-1748(02)00092-9 12225920

[6] LemaitreBHoffmannJ. The host defense of Drosophila melanogaster. Annu Rev Immunol. (2007) 25:697–743. doi: 10.1146/annurev.immunol.25.022106.141615 17201680

[7] BrinkmannVReichardUGoosmannCFaulerBUhlemannYWeissDS. Neutrophil extracellular traps kill bacteria. Science. (2004) 303:1532–5. doi: 10.1126/science.1092385 15001782

[8] RobbCDyryndaEGrayRRossiASmithV. Invertebrate extracellular phagocyte traps show that chromatin is an ancient defence weapon. Nat Commun. (2014) 5:4627. doi: 10.1038/ncomms5627 25115909 PMC4143918

[9] ChenRYKeddieBA. *Galleria mellonella* (Lepidoptera: Pyralidae) hemocytes release extracellular traps that confer protection against bacterial infection in the hemocoel. J Insect Sci. (2021) 21:17. doi: 10.1093/jisesa/ieab092 PMC864398434865034

[10] CooperDEleftherianosI. Memory and specificity in the insect immune system: current perspectives and future challenges. Frontier Immunol. (2017) 8:539. doi: 10.3389/fimmu.2017.00539 PMC542246328536580

[11] Lanz-MendozaHGarduñoJC. Insect Innate Immune Memory. In: CooperEL, editor. Advances in comparative immunology. Springer International Publishing (2018). p. 193–211.

[12] NeteaMGDomínguez-AndrésJBarreiroLBChavakisTDivangahiMFuchsE. Defining trained immunity and its role in health and disease. Nat Rev Immunol. (2020) 20:375–88. doi: 10.1038/s41577-020-0285-6 PMC718693532132681

[13] GomesFMSilvaMMolina-CruzABarillas-MuryC. Molecular mechanisms of insect immune memory and pathogen transmission. PloS Pathog. (2022) 18:e1010939. doi: 10.1371/journal.ppat.1010939 36520682 PMC9754258

[14] CabreraKHoardDSGibsonOMartinezDIWunderlichZ. *Drosophila* immune priming to *Enterococcus faecalis* relies on immune tolerance rather than resistance. PloS Pathog. (2023) 19:e101156. doi: 10.1371/journal.ppat.1011567 PMC1044617337566589

[15] RodriguesJBraynerFAAlvesLCDixitRBarillas-MuryC. Hemocyte differentiation mediates innate immune memory in. Anopheles Gambiae mosquitoes Sci. (2020) 329:1353–5. doi: 10.1126/science.1190689 PMC351067720829487

[16] KulkarniSKurapatiSBogunovicM. Neuro-innate immune interactions in gut mucosal immunity. Curr Opin Immunol. (2021) 68:64–71. doi: 10.1016/j.coi.2020.09.007 33130386 PMC11095515

[17] MelilloDMarinoRItalianiPBoraschiD. Innate immune memory in vertebrate metazoans: A critical appraisal. Front Immunol. (2018) 9:2018. doi: 10.3389/fimmu.2018.01915 30186286 PMC6113390

[18] FerroKPeußRYangWRosenstielPSchulenburgHKurtzJ. Experimental evolution of immunological specificity. Proc Natl Acad Sci. (2019) 116:20598–604. doi: 10.1073/pnas.1904828116 PMC678974831548373

[19] NgTHHarrisonMCScharsackJPKurtzJ. Disentangling specific and unspecific components of innate immune memory in a copepod-tapeworm system. Front Immunol. (2024) 15:1307477. doi: 10.3389/fimmu.2024.1307477 38348037 PMC10859752

[20] WangWLiYFanSLianXCaoWSongX. The elevated expressions of anti-lipopolysaccharide factors Aater priming stimulation confer lastingly humoral protection in crab *Eriocheir sinensis* . Front Immunol. (2021) 12:757434. doi: 10.3389/fimmu.2021.757434 PMC869271634956187

[21] KwonHBangKChoS. Characterization of the Hemocytes in Larvae of *Protaetia brevitarsis seulensis*: Involvement of Granulocyte-Mediated Phagocytosis. PloS One. (2014) 9:e103620. doi: 10.1371/journal.pone.0103620 25083702 PMC4118905

[22] HwangSBangKLeeJChoS. Hemocytes from larvae of the Japanese rhinoceros beetle *allomyrina dichotoma* (Linnaeus) (Coleoptera: scarabaeidae) and the cellular immune response to microorganisms. PloS One. (2015) 10:e0128519. doi: 10.1371/journal.pone.0128519 26030396 PMC4452365

[23] LeeJHwangSChoS. Immune tolerance to an intestine-adapted bacteria, *Chryseobacterium* sp., injected into the hemocoel of *Protaetia brevitarsis seulensis* . Sci Rep. (2016) 6:1–14. doi: 10.1038/srep31722 27530146 PMC4987663

[24] ChoYChoS. Hemocyte-hemocyte adhesion by granulocytes is associated with cellular immunity in the cricket, Gryllus bimaculatus. Sci Rep. (2019) 9:18066. doi: 10.1038/s41598-019-54484-5 31792279 PMC6889498

[25] GrabherrMHaasBYassourMLevinJThompsonDAmitI. Full-length transcriptome assembly from RNA-Seq data without a reference genome. Nat Biotechnol. (2011) 29:644–52. doi: 10.1038/nbt.1883 PMC357171221572440

[26] BryantMFeliceMBriscoeT. (2017). Automatic annotation and evaluation of error types for grammatical error correction, in: Proceedings of the 55th Annual Meeting of the Association for Computational Linguistics (Volume 1: Long Papers), 793–805. https://aclanthology.org/P17-1074

[27] PatroRDuggalGLoveMIrizarryRKingsfordC. Salmon provides fast and bias-aware quantification of transcript expression. Nat Methods. (2017) 14:417–9. doi: 10.1038/nmeth.4197 PMC560014828263959

[28] LoveMIHuberWAndersS. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. (2014) 5:550. doi: 10.1101/002832 PMC430204925516281

[29] R Core Team. R: A language and environment for statistical computing. R Foundation for Statistical Computing (2020). Available at: https://www.R-project.org/.

[30] TherneauTMLumleyT. coxme: Mixed Effects Cox Models. R package version 2.2–16 (2022). Available at: https://CRAN.R-project.org/package=coxme.

[31] SheshachalamASrivastavaNMitchellTLacyPEitzenG. Granule protein processing and regulated secretion in neutrophils. Front Immunol. (2014) 5:448. doi: 10.3389/fimmu.2014.00448 25285096 PMC4168738

[32] Garcia-ValtanenPGuzman-GenuinoRMWilliamsDLHayballJDDienerKR. Evaluation of trained immunity by β-1, 3 (d)-glucan on murine monocytes in *vitro* and duration of response in *vivo* . Immunol Cell Biol. (2017) 95:601–10. doi: 10.1038/icb.2017.13 PMC555056128228641

[33] SaddBMSchmid-HempelP. Insect immunity shows specificity in protection upon secondary pathogen exposure. Curr Biol. (2006) 16:1206–10. doi: 10.1016/j.cub.2006.04.047 16782011

[34] PhamLNDionneMSShirasu-HizaMSchneiderDS. A specific primed immune response in *Drosophila* is dependent on phagocytes. PloS Pathol. (2007) 3:e26. doi: 10.1371/journal.ppat.0030026 PMC181765717352533

[35] BrownLDShapiroLLMThompsonGAEstévez-LaoTYHillyerJF. Transstadial immune activation in a mosquito: Adults that emerge from infected larvae have stronger antibacterial activity in their hemocoel yet increased susceptibility to malaria infection. Ecol Evol. (2019) 9:6082–95. doi: 10.1002/ece3.5192 PMC654070831161020

[36] ZhangQYYanZBMengYMHongXYShaoGMaJJ. Antimicrobial peptides: mechanism of action, activity and clinical potential. Military Med Res. (2021) 8:48. doi: 10.1186/s40779-021-00343-2 PMC842599734496967

[37] GomesFMTynerMDWBarlettaABFSahaBYenkoidiok-DoutiLCanepaGE. Double peroxidase and histone acetyltransferase AgTip60 maintain innate immune memory in primed mosquitoes. PNAS. (2021) 118:e2114242118. doi: 10.1073/pnas.2114242118 34711682 PMC8612215

[38] ShikanoICoryJS. Impact of environmental variation on host performance differs with pathogen identity: Implications for host-pathogen interactions in a changing climate. Sci Rep. (2015) 5:15351. doi: 10.1038/srep15351 26477393 PMC4609993

# Supplementary material for: Granulocyte dynamics: a key player in the immune priming effects of crickets
**Source:** Front Immunol. 2024 May 17;15:1383498. doi: 10.3389/fimmu.2024.1383498
**Supplement:** Supplementary file 4

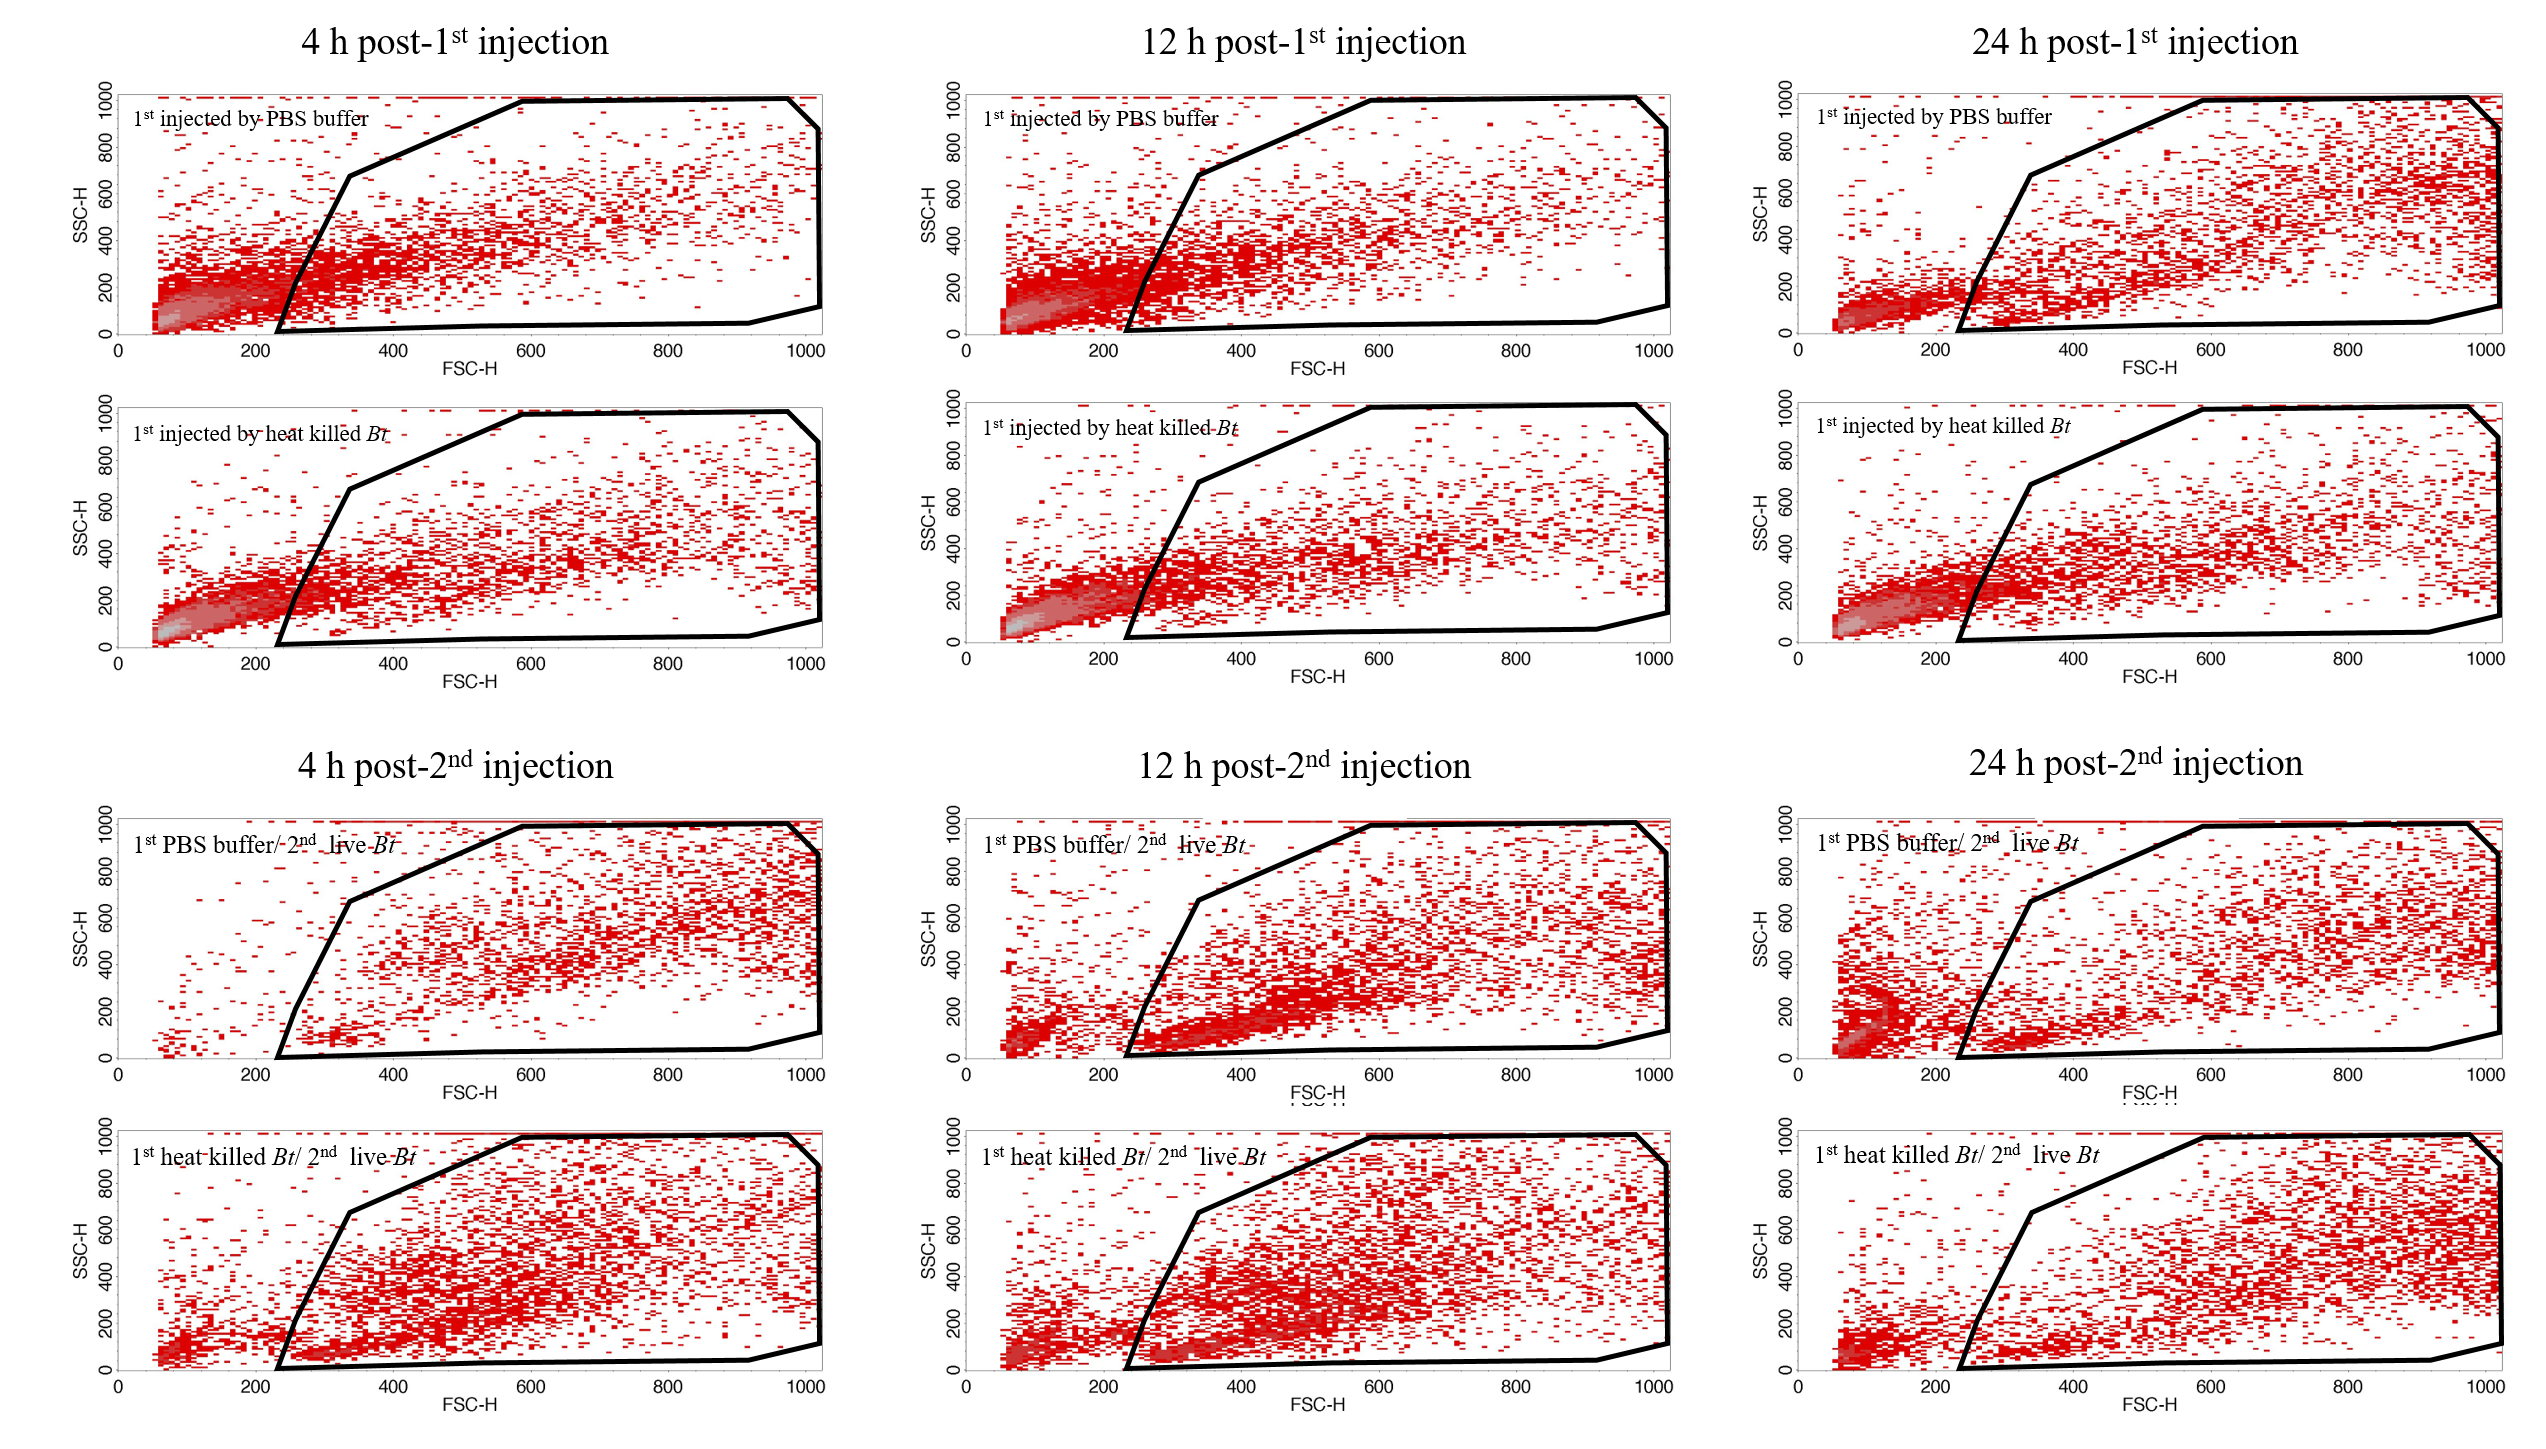

Fig 1S. Gating strategy for flow cytometry analysis for Fig. 3. In this sample gating, cells were gated in an SSC-H and FSC-H dot plot to select 6 types of hemocytes. Cricket's immune cells, granulocytes, differ from mammalian T cells and B cells in that they do not aggregate (1). We have defined a range encompassing six types of hemocytes. Lysotracker is capable of assessing immune activation levels by selectively staining the lysosomes of immune-activated granulocytes (2).

Reference

1. Mao F, Wong NK , Lin Y, Zhang X, Liu K, Huang M, Xu D, Xiang Z, Li J, Zhang Y, Yu Z. Transcriptomic Evidence Reveals the Molecular Basis for Functional Differentiation of Hemocytes in a Marine Invertebrate, *Crassostrea gigas* *Frontiers in Immunology* (2020) 11.
2. Cho Y, Cho S. Hemocyte-hemocyte adhesion by granulocytes is associated with cellular immunity in the cricket, *Gryllus bimaculatus. Scientific Reports* (2019) 9:18066.

How the deposited data were processed for this re-analysis (not part of the article)

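Fat body RNA of crickets was sequenced in 4 groups, PBS (A), heat-killed *Bt* (B), PBS followed by live *Bt* (A-1) and heat-killed *Bt* followed by live *Bt* (B-1), with 3 deposited libraries per group. The authors trimmed the reads with Trim Galore 0.6.5, assembled them with Trinity without a reference genome, annotated the transcripts with TransDecoder and Trinotate, quantified them with Salmon 1.10.2 and normalized the counts with DESeq2. The signal values the authors deposited are DESeq2-normalized counts per assembled gene, 1 column per library, and all columns were mapped to samples by their names. Of 196041 genes, 122 were listed at 0 in every library. Gene lists of pathways and cell types had been prepared, but the table carries no gene names, so none was tested and no gene set test was run.

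The values were close to whole multiples of the value of 1 read, within 0.1 of a read for 81.6 to 90.3% of low values per library, which is not close enough to recover whole reads. Tests that need counts were therefore not run, and limma 3.58.1 in R 4.3.3 was used on log2(normalized count + 1) with an intensity trend. One fit held all groups, with 6 residual degrees of freedom. Genes with at least 10 normalized counts in at least 3 of the 12 libraries were tested, 44668 in all, and p-values were adjusted by the Benjamini-Hochberg method over these genes. A gene was called at an adjusted p under 0.05 and a fold change over 1.5. Exact permutation tests, two-sided for single genes, went through every division of the libraries, and for 3 libraries against 3 the smallest p is 0.1. The tests, filters, alternatives and the rule for which genes may be named were set before the data were examined, except where an alternative is said to have been chosen later. Which of these genes are described, and their grouping into families by name, was decided after seeing their values. Families were formed by the first letters of the name alone, so the genes labelled PRP2 were not counted with those labelled PPO. The numbers for PPO names therefore may not cover every prophenoloxidase gene of the figure.

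The libraries of group A were compared with one another before averaging. The median over genes of the squared difference over the sum was at most 3.0e-06 between them, far under the 0.455 that sampling noise alone gives, against 4.05 to 14.554 between libraries within the other groups. Their mean was used as 1 sample, which leaves 10 samples. The filter counts the 3 deposited columns of group A separately, so a gene can pass through group A alone, and an alternative that counts group A once was added after seeing the data.

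The replicate numbers of groups B, A-1 and B-1 were checked for pairing by the correlation of each library's deviation from its group mean. It was 0.14 to 0.33 for the 9 pairs of libraries with the same number and -0.26 to 0.0 for the 18 pairs with different numbers. The numbers were therefore taken to pair these libraries, and a fit with the number as a block was run as an alternative. The pairing comes from the data, since the sources used here do not say what the numbers mark.

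Names were used for the 49 genes whose identifiers are printed in Fig. 6B, of which 42 passed the filter. All were in the table, and their values correlated with the colours of the heatmap at 0.993 or more. The names are UniProt entries of the closest match in another species and do not show that the cricket gene has the same function. The 4 genes of Fig. 6C were matched by values read by eye before the table was opened. In each panel 1 gene had all 12 values within 12% of the reading, or within 1% of the top of the axis where that is larger, and the next gene deviated by at least 3.28 times this tolerance. Besides these, the 2 identifiers with the largest rise and the 2 with the largest fall among the called genes with a mean of at least 100 in the higher group and no overlap between libraries could be named in each comparison.

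The fit was tested on simulated data drawn from the means of the 9 libraries of groups B, A-1 and B-1. In it 200 genes were changed, all with a mean of at least 50 normalized counts, so the recovery does not cover genes of lower counts. Simulated group A had the same means as the other groups, unlike the real one, so its shares may not hold for the real group A. Between groups A-1 and B-1 it recovered 61% of genes changed 2-fold and 92% of those changed 4-fold and called 0.02% of unchanged genes, over 35366 genes. Between groups B and B-1 the shares were 56%, 97% and 0.03% over 35368 genes. Between groups A and B, with 1 sample of group A, they were 19%, 87% and 0.2% over 35306 genes. Principal component analysis used numpy 2.4.6 on the centred log2 values, and distances were Euclidean on the same values. Alternatives changed the pseudocount, the filter, the scaling, the groups in the fit, the block, the intensity trend, the fold threshold, the counting of group A and the libraries used.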

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

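The counts with group A counted once in the filter were chosen after the result was seen, and the pattern of lowest values in group B was noticed in the data.

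The change on live *Bt* differed with priming, by the test of the difference itself (B-1 minus B against A-1 minus A, limma with Benjamini-Hochberg adjustment), in 21067 genes, 10349 with a higher and 10718 with a lower change in primed crickets. With group A counted once in the filter there were 17003, 6118 higher and 10885 lower, and with at least 50 normalized counts 11402. Of the 42 tested genes of Fig. 6B, 23 had a higher and 11 a lower change in primed crickets. With group A counted once these were 20 and 12 of 38. All 5 genes with prophenoloxidase names (PPO) so tested were among the higher, with differences of 3.69 to 7.11 on the log2 scale, and 8 of 9 tested genes of the antibacterial humoral response among the lower. Each of these differences contains the single library of group A, which stands apart over all genes.

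The difference was 4.53 on the log2 scale for the attacin-like gene TRINITY_DN5330_c0_g1 (standard error 0.81, adjusted p = 0.0024 from limma) and 5.17 for the defensin-like gene TRINITY_DN1360_c0_g1 (standard error 0.54, adjusted p = 1.3e-04 from limma). These genes and PGRP1_HOLDI TRINITY_DN17436_c0_g1 had their lowest mean in group B, the group with heat-killed *Bt* alone. Under TMM and quantile scaling the smallest log2 fold change between groups B and B-1 of the 3 genes was 4.05. DESeq2 had already scaled the values, and the median of all genes between these groups was 0.00 under both scalings. These scalings could therefore change little, and they do not decide whether the authors' normalization plays a part. A single library of group B does not account for the difference from group B-1, since the smallest without any 1 of them was 3.73 and all 3 genes were still called. Groups A and A-1 were not checked in this way. A difference between group B and the others in the time from the last injection, in the handling of the tubes or in the response to heat-killed *Bt* stays open and may underlie it, untested.

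Genes outside those the paper discusses changed strongly between replicated groups. Between groups A-1 and B-1, TRINITY_DN20009_c1_g1 had a fitted log2 difference of 13.02 and TRINITY_DN162740_c0_g1 of 10.70. Between groups B and B-1, TRINITY_DN12502_c1_g6 had a fitted log2 difference of 12.29 and TRINITY_DN136102_c0_g1 of 11.04. TRINITY_DN12502_c1_g6 stood at 60378 normalized counts in the single library of group A, above its mean of 5032 in group B-1. TRINITY_DN20009_c1_g1 was listed at 0 in group A-1 and TRINITY_DN12502_c1_g6 in group B, so their fitted values depend on the pseudocount of 1 and are no bound.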

How the results depend on the processing

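Counting group A once in the filter and leaving out the libraries numbered 1 of groups B, A-1 and B-1 together were alternatives chosen after seeing the data. Of 252 named genes and comparisons, 188 kept their side of the threshold under every alternative run, 38 calls were lost and 26 gained under at least 1, and none reversed. With at least 50 normalized counts the calls were 11741 (A against B), 7105 (A-1 against B-1), 6239 (B against B-1), 11112 (A against A-1), 11343 (A against B-1) and 11402 (the difference with priming), over 19874 genes tested. Without the libraries numbered 1, with fewer samples, they were 7201 (A-1 against B-1) and 6201 (B against B-1). The first component held 86.5% of the variance with the 500 most variable genes, 49.9% with all genes, 50.3% with unit variance and 46.1% with one column for group A, and the cause was not tested. Leaving out 1 library at a time gave 18880 to 21295 calls (A against B), 9603 to 10258 (A-1 against B-1), 7763 to 8826 (B against B-1), 17325 to 20219 (A against A-1), 18038 to 20973 (A against B-1) and 17398 to 19871 (the difference with priming), and a first component of 55.4 to 71.7%. TMM scaling moved the median of all genes between A and B from -0.05 to 0.09 on the log2 scale.

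The replicate block gave 13444 calls between A-1 and B-1 and 11768 between B and B-1. It changed the call in 7 of 84 values of the named genes of Fig. 6B, 6 of them printed beside the gene and the last CP4C3_DROME TRINITY_DN13769_c0_g1 between B and B-1 (-1.28, adjusted p = 0.065 without and 0.034 with the block, from limma), and that of the attacin-like gene between A-1 and B-1 (1.16, adjusted p = 0.0013 from limma). For comparisons with A and the difference with priming no fit with the block was run, since group A counts as 1 library and has no number to pair. DESeq2, edgeR and the variance stabilizing transformation, planned for recovered reads, were not run.

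For the genes of Fig. 6C, log2 fold changes on the other side of the threshold are given by setting, and the cause was not tested. Lysozyme-like (TRINITY_DN13266_c0_g1), A against B: lost with no filter (1.32), only the groups compared (1.32), without the libraries numbered 1 (1.19), without replicate 1 of B (1.19) and without replicate 3 of B (1.23); 1 library left out gave 1.19 to 1.55. GNBP-like (TRINITY_DN16547_c0_g1), A against B: lost with only the groups compared (0.64), a fold change over 2 (0.64), without the libraries numbered 1 (0.55) and without replicate 1 of B (0.55); 1 library left out gave 0.55 to 0.71. Without the libraries numbered 1, defensin-like (TRINITY_DN1360_c0_g1) lost its call between A-1 and B-1 (1.61) and lysozyme-like between B and B-1 (1.63). Gained calls were attacin-like (TRINITY_DN5330_c0_g1) between A-1 and B-1 with group A counted once (1.16), defensin-like between A and A-1 with TMM (1.26), each column its own sample (1.05), group A counted once (1.05) and without replicate 2 of A-1 (1.33) or 1 copy of A (1.05), with 0.86 to 1.33 when 1 library was left out, and GNBP-like between A and A-1 with quantile (0.59) and TMM (0.68) scaling. Attacin-like between A and B-1 passed with a pseudocount of 10 (1.77), at least 50 counts (1.77), quantile (2.09) and TMM (1.96) scaling, each column its own sample (1.77), group A counted once (1.77) and without replicate 2 of B-1 (2.11) or 1 copy of A (1.77), with 1.37 to 2.11 when 1 library was left out. The difference with priming passed for lysozyme-like with each column its own sample (1.17), and for GNBP-like with at least 50 counts (0.61), each column its own sample (0.61), group A counted once (0.61), without the libraries numbered 1 (0.70) and without replicate 1 of B (0.69), replicate 1 of A-1 (0.70), replicate 2 of B-1 (0.70) or 1 copy of A (0.61), with 0.52 to 0.70 when 1 library was left out.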

Differences from the paper's values

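The thresholds were the paper's, but the test was limma on normalized counts where the paper used DESeq2, and group A counted as 1 sample. The alternative without the libraries numbered 1 was chosen after seeing the values.

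Between groups A-1 and B-1, 11998 genes were called, 5993 higher and 6005 lower in group B-1, and the paper's values are 6025, 2569 and 3456. Of the alternatives set before the data were examined, requiring at least 50 normalized counts brought all 3 within 1.5 times the paper's values (7105, 3452 and 3653). The number of lower genes also came within it with a fold change over 2 (4672), without 1 library of group A-1 (4497, 5017 and 4824 without replicates 1, 2 and 3) and without replicate 2 of group B-1 (5059). The other alternatives set before the data were examined did not. Leaving out the libraries numbered 1, chosen after seeing the values, gave 7201, 3448 and 3753, and how many of the paper's own calls it drops was not counted, since the paper's gene lists were not used here. The same was not counted for the filter of at least 50 normalized counts, which left 19874 genes to test instead of 44668. Its lower numbers therefore do not show a closer match to the paper.

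Between groups B and B-1, 10301 genes were called, 5296 higher and 5005 lower in group B-1, and the paper's values are 5402, 2829 and 2573. Requiring at least 50 normalized counts, set before the data were examined, brought all 3 within 1.5 times (6239, 3214 and 3025). The total also came within it without replicate 1 (8021) or replicate 3 (7763) of group B, the higher genes without replicate 1, 2 or 3 of group B-1 (4150, 3974 and 3978) and the lower genes without replicate 1, 2 or 3 of group B (3486, 3830 and 3479). The other alternatives set before the data were examined did not. Leaving out the libraries numbered 1, chosen after seeing the values, gave 6201, 3292 and 2909, and its effect on the paper's own calls was not counted for the same reason. The filter of at least 50 normalized counts again tested 19874 genes instead of 44668, and the calls it drops were not counted.

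The paper states that the attacin, defensin, lysozyme and GNBP-like genes were highly expressed in group B-1 alone. All 4 had their highest mean there, but group A-1 held 8717 ± 3405 normalized counts (SD, n = 3) of the attacin-like gene, which did not differ at the threshold from group B-1 (log2 fold change 1.16, adjusted p = 0.1 from limma), and group B held 11918 ± 2949 (SD, n = 3) of the lysozyme-like gene. The attacin-like gene was called with the replicate number as a block (adjusted p = 0.0013 from limma) and, in an alternative chosen after seeing the data, with group A counted once in the filter (adjusted p = 0.047 from limma). The legend of Fig. 6 states significant expression of immune-related genes in groups A-1, B and B-1, with group A excluded. Of the 49 genes labelled in the heatmap, 28 had their highest mean in group A, while all 10 of the antibacterial humoral response were lowest there.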

Other observations

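The tests of why group A stands apart, the alternative splits of the libraries, the counts with group A counted once in the filter and the alternative without the libraries numbered 1 were chosen after the result was seen, as was the smallest number of genes required for the test of a shared source.

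Genes matched to desaturases and cytochrome P450 enzymes differed in part between groups A-1 and B-1. With group A counted once in the filter, 1 of 3 desaturase genes and 4 of 5 cytochrome P450 genes were lower in group B-1 and none was higher. With the filter set at first, 1 of 4 desaturase genes was lower and 1 higher. The higher one, FAD9_ACHDO TRINITY_DN50719_c0_g1, stood at 1.21 ± 0.595 (SD, n = 3) in group A-1 and 9.59 ± 2.44 (SD, n = 3) in group B-1 (log2 fold change 2.27). FAD9_ACHDO TRINITY_DN10552_c0_g1 stood at 387 normalized counts in group A, 9.67 ± 1.33 (SD, n = 3) in group B, 112 ± 17.3 (SD, n = 3) in group A-1 and 34.6 ± 5.8 (SD, n = 3) in group B-1. It was lower in group B-1 than in group A-1 (log2 fold change -1.67, standard error 0.19, adjusted p = 4.2e-04 from limma) and higher than in group B (1.73, standard error 0.19, adjusted p = 3.6e-04 from limma). CP4C1_BLADI TRINITY_DN12214_c0_g1 stood at 217 in group A, 19.7 ± 5.79 (SD, n = 3) in group B, 34.1 ± 15.4 (SD, n = 3) in group A-1 and 4.64 ± 0.956 (SD, n = 3) in group B-1, and was lower in group B-1 than in both groups A-1 (-2.57, adjusted p = 0.0013 from limma) and B (-1.84, adjusted p = 0.0069 from limma).

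Between group A, a single library, and group A-1, the largest rises among called genes with a mean of at least 100 in the higher group and no overlap between libraries were in genes without a name. TRINITY_DN1616_c21_g1 and TRINITY_DN17226_c0_g1 were listed at 0 in group A and stood at 5561569 ± 595175 and 133606 ± 34637 normalized counts (SD, n = 3) in group A-1, and TRINITY_DN1323_c1_g1 stood at 14248 in group A and was listed at 0 in group A-1.

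Group A stands apart from the other groups, with 23363 genes called against group B. With TMM factors, which leave out the extreme genes, 23246 genes still differed between groups A and B. The median log2 fold change of all genes was -0.05 before and 0.09 with them, so a shift of all genes does not account for the difference. DESeq2 had already scaled the deposited values, so TMM factors could change little. Other effects of a few genes taking most of the counts are not decided by this test. A difference in total reads does not account for group A standing apart, since its approximately 62.2 M reads lie within the 57.2 to 65.8 M of the other libraries. Fewer reads left for its other genes do not account for all of it. With the approximate reads of the other libraries thinned until 1 read was worth as much as in group A, and group A counted once in the filter, 15473 to 15687 genes over 5 draws differed between groups A and B, against 18292 before thinning and 9562 to 9691 between groups A-1 and B-1 after it, while the genes above 0 in the other libraries came from 100257 to 129419 down to 84411 to 96504, nearer the 77803 of group A. Calls between groups A-1 and B-1, a comparison without group A, fell on thinning as well, from 11820 under the same filter. The fall between groups A and B therefore does not show that fewer reads account for any part. The response to *Bt*, which the paper proposes, and another source, batch or label of the group A library cannot be told apart, since group A holds 1 distinct library.

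Libraries of groups B, A-1 and B-1 with the same number deviated together, with correlations of 0.32 to 0.33 for number 1, 0.25 to 0.27 for number 2 and 0.14 to 0.15 for number 3. Reads of one source in the libraries numbered 1 may underlie part of it, and 3 genes stood at 100 or more in all of these and near 0 in the others, against 0 genes for number 2 and 0 for number 3. The SD of the log2 ratio of the 3 genes between 2 libraries numbered 1 was at most 0.19, against 0.68 to 0.73 for genes found in all 9 libraries, and by the bound set before the result was seen, an SD of at most 0.5, this is what mixed reads predict. The 3 genes held 0.001 to 0.0038% of the normalized counts of these libraries. A minimum of 20 genes was set only after the 0.19 was seen, and with 3 genes the explanation is left open here, neither excluded nor shown.

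Other splits of the 6 libraries of groups A-1 and B-1 called at most 2 genes against 11998 for the real one, which was 1 of 10, and those of groups B and B-1 at most 1 gene against 10301, again 1 of 10. Among the 3 other splits that part as many pairs of the same number, the highest was 1 in both comparisons. These splits are too few for a share under 0.05. Each also mixes libraries of both groups, so a real difference between the groups enters the spread and keeps the calls low. The splits therefore do not show what chance alone would call.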
